# Trauma promotes heparan sulfate modifications and cleavage that disrupt homeostatic gene expression in microvascular endothelial cells

**DOI:** 10.3389/fcell.2024.1390794

**Published:** 2024-07-24

**Authors:** Robert P. Richter, James D. Odum, Camilla Margaroli, Jessica C. Cardenas, Lei Zheng, Kaushlendra Tripathi, Zhangjie Wang, Katelyn Arnold, Ralph D. Sanderson, Jian Liu, Jillian R. Richter

**Keywords:** angiopoietin-2, endotheliopathy, glycocalyx, heparanase, sulfatase, sulfotransferase, transcriptome, vascular endothelium

## Abstract

**Introduction:** Heparan sulfate (HS) in the vascular endothelial glycocalyx (eGC) is a critical regulator of blood vessel homeostasis. Trauma results in HS shedding from the eGC, but the impact of trauma on HS structural modifications that could influence mechanisms of vascular injury and repair has not been evaluated. Moreover, the effect of eGC HS shedding on endothelial cell (EC) homeostasis has not been fully elucidated. The objectives of this work were to characterize the impact of trauma on HS sulfation and determine the effect of eGC HS shedding on the transcriptional landscape of vascular ECs.

**Methods:** Plasma was collected from 25 controls and 49 adults admitted to a level 1 trauma center at arrival and 24 h after hospitalization. Total levels of HS and angiopoietin-2, a marker of pathologic EC activation, were measured at each time point. Enzymatic activity of heparanase, the enzyme responsible for HS shedding, was determined in plasma from hospital arrival. Liquid chromatography-tandem mass spectrometry was used to characterize HS di-/tetrasaccharides in plasma. *In vitro* work was performed using flow conditioned primary human lung microvascular ECs treated with vehicle or heparinase III to simulate human heparanase activity. Bulk RNA sequencing was performed to determine differentially expressed gene-enriched pathways following heparinase III treatment.

**Results:** We found that heparanase activity was increased in trauma plasma relative to controls, and HS levels at arrival were elevated in a manner proportional to injury severity. Di-/tetrasaccharide analysis revealed lower levels of 3-O-sulfated tetramers with a concomitant increase in ΔIIIS and ΔIIS disaccharides following trauma. Admission levels of total HS and specific HS sulfation motifs correlated with 24-h angiopoietin-2 levels, suggesting an association between HS shedding and persistent, pathological EC activation. In vitro pathway analysis demonstrated downregulation of genes that support cell junction integrity, EC polarity, and EC senescence while upregulating genes that promote cell differentiation and proliferation following HS shedding.

**Discussion:** Taken together, our findings suggest that HS cleavage associated with eGC injury may disrupt homeostatic EC signaling and influence biosynthetic mechanisms governing eGC repair. These results require validation in larger, multicenter trauma populations coupled with *in vivo* EC-targeted transcriptomic and proteomic analyses.

## 1 Introduction

As traumatic injuries remain a leading cause of adult mortality, efforts to improve outcomes for those who suffer from trauma remain paramount (Xu et al., 2022). In those who survive the acute phase of trauma, injury to and pathological activation of the vascular endothelium is an established driver of organ dysfunction and adverse outcomes after traumatic injury. Therefore, greater insight into the mechanisms contributing to vascular endothelial pathobiology following trauma will likely inform novel treatment strategies that will help improve survival of traumatically injured adults.

The vascular endothelium is a cell monolayer instrumental in regulating blood-end-organ interactions. Given its anatomic interface between systemic circulation and peripheral tissues, vascular endothelial cells (EC) serve as a linchpin in inflammatory-mediated organ dysfunction. The endothelial glycocalyx (eGC) anchored to the luminal surface of ECs plays a key role in maintaining vascular homeostasis. Specifically, the eGC contributes to vascular health by transducing circulating shear stress to homeostatic intracellular signaling axes, governing transmural molecular/cellular migration, cooperating in ligand-cognate EC receptor interactions, and coordinating intravascular coagulation/thrombosis (Yilmaz et al., 2019). The eGC is composed of proteoglycans, glycosaminoglycans, glycoproteins, and proteins that synergistically support the myriad of endothelial functions. We and others have shown that biomarkers of eGC injury are elevated following traumatic injury and are associated with coagulation abnormalities and organ injury (Rahbar et al., 2015; Gonzalez Rodriguez et al., 2017; Naumann et al., 2018; Richter et al., 2022b; Walker et al., 2022).

Heparan sulfate (HS), a glycosaminoglycan covalently linked to proteoglycans within the eGC, has an especially important role in maintaining blood vessel homeostasis (Florian et al., 2003). HS biological activities are highly dependent upon its pattern of sulfation, which is tightly regulated by ECs during HS biosynthesis *via* an orchestration of Golgi enzymes that dictate glycan sequences and sulfation motifs. Prior work has demonstrated that inflammatory stimuli can promote alterations in these HS biosynthetic processes in ECs (Carter et al., 2003; Reine et al., 2012). Thus, it is logical to reason that the systemic inflammatory response caused by a traumatic injury may result in a remodeled eGC that can impact EC structure and function.

We have previously observed that plasma levels of HS rise in children with sepsis and in preclinical models of sepsis and that HS shedding from the eGC promotes aberrant EC signaling, evidenced by upregulation of the EC-derived cytokine angiopoietin-2 (Angpt-2) (Richter et al., 2022a). Although damage to the eGC, and specifically to HS, is observed following severe traumatic injury, trauma-induced HS modifications remain uncharacterized in injured adults (Rahbar et al., 2015; Halbgebauer et al., 2018). Moreover, the effect of HS shedding from the eGC on EC homeostasis that may contribute to trauma-induced endotheliopathy remains to be fully characterized. Thus, the objectives of this work were to 1) characterize sulfation of circulating HS in injured adults relative to healthy controls and in relation to injury characteristics, endotheliopathy and clinical outcomes and 2) determine the impact of eGC HS shedding on the transcriptional landscape of vascular ECs.

## 2 Methods

### 2.1 Study design and participants

We performed a secondary analysis of prospectively collected data and blood specimens from a clinical study performed between August 2018 and December 2019 (Uhlich et al., 2020). The original study included adult trauma patients (>18 years) presenting to the University of Alabama at Birmingham Hospital as a level I trauma with suspected hemorrhagic shock, as determined by an Assessment of Blood Consumption score ≥2 (Nunez et al., 2009). Prisoners and pregnant patients were excluded. Consent was obtained from the patient or a legally authorized representative within 24 h of hospital arrival. Healthy adult volunteers with no history of bleeding disorders or use of aspirin or non-steroidal anti-inflammatory drugs within 48 h of sampling were included as control subjects. The University of Alabama at Birmingham Institutional Review Board approved this study (protocol # 300001642 for healthy controls and 300001292 for trauma).

### 2.2 Clinical data and blood specimen collection

Demography (e.g., age, sex), injury characteristics [e.g., injury severity score (Baker et al., 1974); severe head injury as defined by an abbreviated injury score of ≥3 for the head and neck body region (Gennarelli and Wodzin, 2008); penetrating *versus* blunt mechanism; shock index as defined by the initial heart rate divided by the systolic blood pressure value (Allgower and Burri, 1967)] laboratory values [e.g., serum base excess, serum lactate, plasma international normalized ratio (INR), and plasma activated partial thromboplastin time (aPTT)], and clinical outcome data were recorded from the electronic medical record. Blood samples collected upon hospital arrival and 24 h after hospital arrival were used for analysis. Blood specimens were collected into sodium-citrated tubes and immediately centrifuged at 1,500 rcf for 15 min (room temperature) twice to deplete plasma of platelets. Platelet-poor plasma was then aliquoted and stored at −70°C for future analysis.

### 2.3 Biomarker analysis

Total levels of HS, Angpt-2, syndecan-1 and thrombomodulin were measured in available plasma using commercially available enzyme-linked immunosorbent assays (ELISA) according to manufacturer specifications (human heparan sulfate ELISA, E-EL-H2364, Elabscience, Houston, TX, United States; human angiopoietin-2 DuoSet ELISA, DY623, R&D Systems, Minneapolis, MN, United States; human syndecan-1 ELISA, Amsbio, E01S0301, Cambridge, MA, United States; human thrombomodulin ELISA, DTHBD0, R&D Systems).

### 2.4 Heparanase activity assay

Heparanase activity was measured in randomly selected plasma samples collected from 10 trauma subjects at hospital arrival and from 10 controls using a homogeneous time resolved fluorescence (HTRF) assay according to manufacturer specifications (Cisbio, Bedford, MA, United States) and as previously described (Enomoto et al., 2006). See Supplementary Methods for further detail.

### 2.5 Heparan sulfate di-/tetrasaccharide analysis

Two hundred microliters of platelet-depleted plasma was processed as previously described (Wang et al., 2022) to isolate heparin lyase I,II-digested HS disaccharides and tetrasaccharides for analysis (Table 1). HS di-/tetrasaccharides were then analyzed against ^13^C-labeled HS di-/tetrasaccharide standards using liquid chromatography-tandem mass spectrometry (LC-MS/MS) as described previously (Wang et al., 2022). See Supplementary Methods for further detail.

**TABLE 1:** Heparan sulfate di-/tetrasaccharide chemical structure and nomenclature.

Di-/Tetrasaccharide structure	Chemical nomenclature
△UA-GlcNAc	ΔIVA
△UA-GlcNS	ΔIVS
△UA2S-GlcNAc	ΔIIIA
△UA2S-GlcNS	ΔIIIS
△UA-GlcNAc6S	ΔIIA
△UA-GlcNS6S	ΔIIS
△UA2S-GlcNAc6S	ΔIA
△UA2S-GlcNS6S	ΔIS
△UA-GlcNAc6S-GlcA-GlcNS3S6S	Tetra-1
△UA-GlcNS6S-GlcA-GlcNS3S6S	Tetra-2
△UA-GlcNS6S-IdoA2S-GlcNS3S6S	Tetra-3
△UA-GlcNS-IdoA2S-GlcNS3S	Tetra-4
△UA2S-GlcNS-IdoA2S-GlcNS3S	Tetra-5

△UA, represents a hexuronic acid (either glucuronic acid or its epimer iduronic acid); 2S, *O*-sulfation of the second carbon of the hexuronic acid; 3S, *O*-sulfation of the third carbon of glucosamine; 6S, *O*-sulfation of the sixth carbon of glucosamine; GlcA, glucuronic acid; GlcNAc, *N*-acetylation of glucosamine; GlcNS, *N*-sulfation of glucosamine; IdoA, iduronic acid.

### 2.6 Cell culture and laminar flow model

Primary human lung microvascular ECs (HLMVEC) (S540-05a, Cell Applications, San Diego, CA, United States) were conditioned under shear stress (15 dyn/cm^2^) for 48 h as described previously (Richter et al., 2022a). After 48 h of flow conditioning, HLMVECs were exposed to vehicle (1× phosphate buffered saline) or heparinase III (500 mU/mL) (P0737L, New England BioLabs, Ipswich, MA, United States) for 6 h while 15 dyn/cm^2^ shear stress was maintained. Primary HLMVEC were chosen as a representative microvascular EC population that demonstrates flow responsive gene expression and mimics a physiologic microvascular environment (Richter et al., 2022a). Heparinase III is a *Bacteroides*-derived heparin lyase that functions similarly to human heparanase by selectively hydrolyzing the β1,4 glycosidic bond between glucosamine and hexuronic acid residues in regions of *N*- and 6-*O*-sulfation within HS (Desai et al., 1993; Peterson and Liu, 2010; Zhu et al., 2020) and, unlike human heparanase, retains enzymatic activity at the neutral pH of cell growth medium (Pikas et al., 1998; Sotnikov et al., 2004; Peterson and Liu, 2012). Heparinase III concentration of 500 mU/mL was informed by our previous work demonstrating near-complete loss of HS 10E4 staining within the eGC at this concentration (Richter et al., 2022a). After the 6-h treatment, flow was discontinued, and cell monolayers were washed thrice with 1× phosphate buffered saline prior to RNA harvest. See Supplementary Methods for further detail.

### 2.7 RNA isolation and sequencing

Total RNA was isolated from HLMVEC lysate using an RNAspin mini RNA isolation kit (25-0500-72, Cytiva, Marlborough, MA, United States) according to manufacturer standard procedure. Cell lysate from two slides was combined into a single sample to ensure robust RNA quantity, which generated 2 RNA samples per treatment group for bulk sequencing. RNA libraries were developed using the NEBNext Ultra II Directional RNA-Seq library prep kit (E7760S, New England Biolabs, Inc., Ipswich, MA, United States) per the manufacturer’s instructions. The resulting libraries were quantitated using the KapaBiosystems qPCR quantitation kit (MilleporeSigma, Burlington, MA, United States) using standard techniques. Sequencing was performed on the Illumina NextSeq 500 (Illumina, Inc., San Diego, CA, United States) following the manufacturer’s protocols.

STAR (version 2.7.7a) was used to align raw RNA-Seq FASTQ reads to the human reference genome (GRCh38 p13, release 36) from Gencode (parameters used in STAR: –outReadsUnmapped Fastx –outSAMtype BAM SortedByCoordinate –outSAMattributes All) (Dobin et al., 2013). Following alignment, HTSeq-count (version 0.11.1) was used to estimate the transcript abundances for each gene from the STAR alignment files (parameters used in HTSeq-count: -m union -r pos -t exon -i gene_id -a 10 -s no -f bam) (Anders et al., 2015). Normalization and differential expression was then applied to the count files using DESeq2, following the default settings in the DESeq2 case vignette (Love et al., 2014).

### 2.8 Bioinformatic analysis

RNA-Seq analysis was performed using RStudio in the R environment (version 4.2.1). An unbiased approach was used at the outset to report the top 40 differentially expressed genes by the false discovery rate (FDR)-adjusted probability (*p*) value (FDR *q* value). *pheatmap* was used to generate the resulting heatmap, and *EnhancedVolcano* was used to generate the volcano plot. Untargeted differential gene expression pathway analysis was performed using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) datasets. Gene set enrichment analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) 2021 (version 2023q4) (Huang da et al., 2009; Sherman et al., 2022). Inclusion criteria for pathway analysis included gene overlap counts ≥10 and FDR *q* value <0.05. We also took a targeted approach to characterize genes associated with EC function and eGC expression that demonstrated an FDR *q* value <0.05.

### 2.9 Statistical analysis

Given the nonparametric distribution of clinical and biomarker data with sample sizes below the threshold for eliciting the Central Limit Theorem, descriptive statistics are presented as median (interquartile range) or number (percentage). Differences between two groups were determined using the Mann-Whitney *U* test, and differences between three groups were determined using the Kruskal-Wallis 1-way ANOVA followed by Dunn’s multiple comparisons test. Associations between two continuous variables were determined with the Spearman’s rank correlation, and the Fieller, Hartley and Pearson method was used to estimate variance (reported as the 95% confidence interval, or 95% CI). A 2-sided alpha level of 0.05 was used to determine significance. Statistical analyses were performed using IBM^®^ SPSS Statistics (version 28.0, Chicago, IL, United States) or GraphPad Prism (version 9.3.1, Boston, MA, United States).

For the RNA-Seq analysis, adjusted *p* values (*q* values) for individual gene expression compared between treatment groups were determined using a Benjamini-Hochberg correction to account for the FDR. Statistical comparisons were performed using DESeq2.

## 3 Results

### 3.1 Subject demography and injury characteristics

Forty-nine trauma subjects were enrolled in the original study, and 25 healthy controls were included in the current analysis. There were no differences in age or sex between controls and trauma subjects (Table 2). As previously reported (Uhlich et al., 2020), 37% of injuries resulted from blunt mechanisms, and 5 (10%) trauma subjects suffered severe head injury. Twenty-eight (57%) patients presented in hemorrhagic shock (defined as a serum base excess ≤−6 mMol/L or lactate ≥2.5 mMol/L in a patient who required transfusion with ≥2 units of packed red blood cells within 4 h of hospital admission), and 16 (33%) were coagulopathic (defined as INR >1.2 or aPTT ≥36.5 s) (Uhlich et al., 2020). Other injury characteristics not previously reported are presented in Table 2.

**TABLE 2:** Demographic information for healthy controls and trauma subjects and injury characteristics of trauma cohort.

Variable	Control (*n* = 25)	Trauma (*n* = 49)
Demographics		
Age (years)	34 (27, 40)	35 (28, 55)
Female sex	10 (40)	15 (31)
Injury characteristics		
Shock index^a^		1.1 (0.8, 1.4)
aPTT (sec)		26 (24, 29)
INR		1.2 (1.0, 1.3)
Lactate (mmol/L)		3.7 (2.3, 6.5)
Base excess (mmol/L)		−3.7 (−8.1, 0.8)

Data presented as median (interquartile range) or number (percentage).

^a^ Shock Index = heart rate/systolic blood pressure; shock index >1 predicts increased risk of morbidity and mortality (Allgower and Burri, 1967).

aPTT, represents activated partial thromboplastin time; INR, international normalized ratio.

### 3.2 Characterization of circulating heparan sulfate after injury

Total HS levels and heparanase activity were increased in trauma plasma at hospital arrival relative to controls (Figures 1A,B), suggesting enzymatic shedding of HS resulting from traumatic injury. Cleavage of HS was dependent on injury severity as indicated by a moderate direct correlation between circulating levels of HS at arrival and injury severity score [Spearman’s rho = 0.428 (n = 49; 95% CI = 0.158, 0.638), *p* = 0.002]. Twenty-four hours after injury, total levels of HS in trauma plasma were comparable to controls.

**FIGURE 1:**
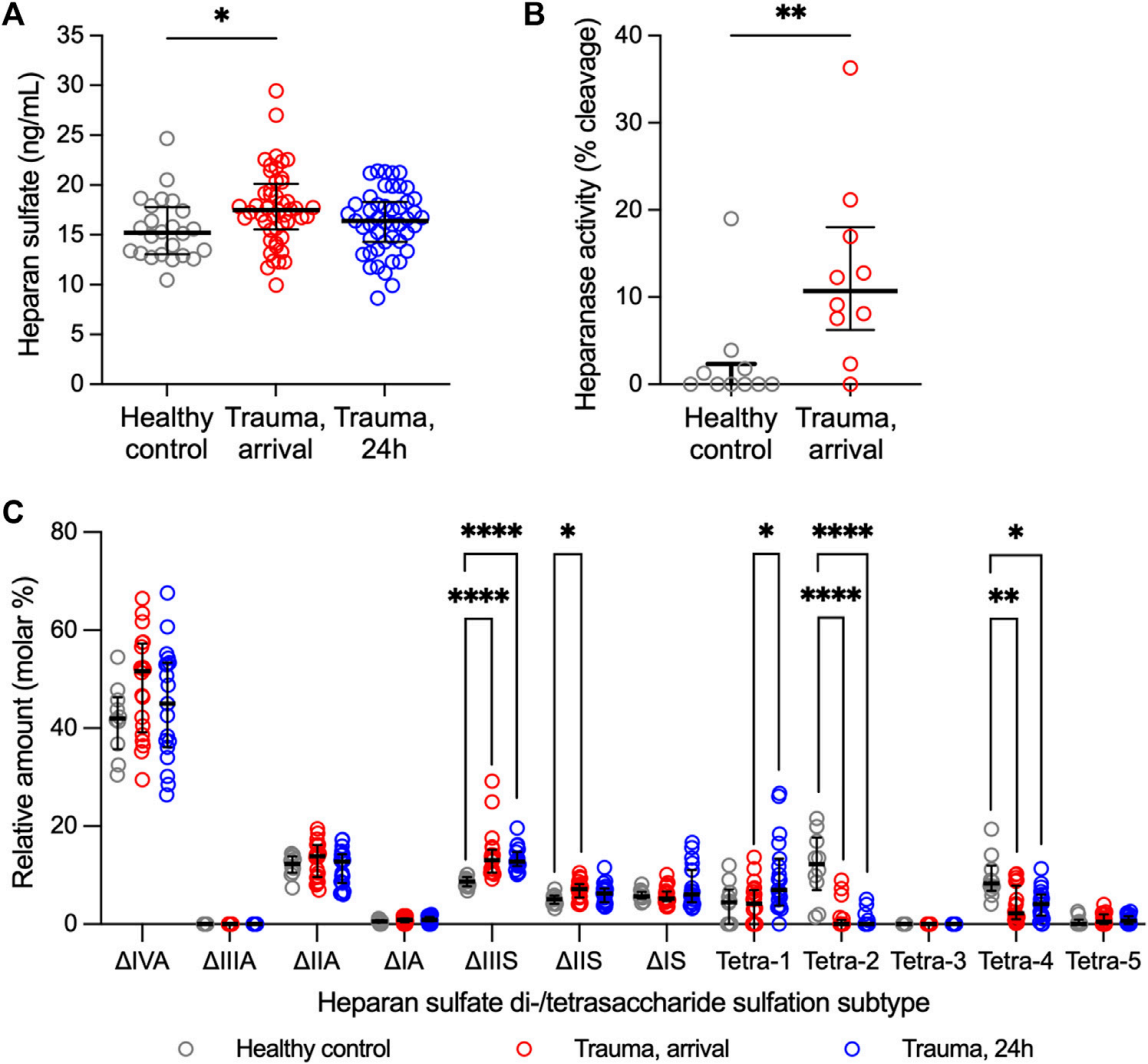
Heparan sulfate levels, heparanase activity, and relative abundance of heparan sulfate di-/tetrasaccharides in plasma from adult trauma subjects relative to healthy controls. **(A)** Circulating levels of heparan sulfate, as measured by ELISA, in trauma subjects at the time of hospital arrival (*n* = 49) and 24 h after hospitalization (*n* = 48) relative to healthy controls (*n* = 25). Comparisons were performed using the Kruskal-Wallis 1-way ANOVA followed by Dunn’s multiple comparisons test. *p < 0.05. **(B)** Heparanase activity, as measured using homogeneous time resolved fluorescence, in plasma from 10 randomly selected trauma subjects at the time of hospital arrival relative to 10 healthy controls. Comparison was made using the Mann-Whitney *U* test. **p < 0.01. **(C)** Relative abundance of heparan sulfate disaccharides or tetrasaccharides (resistant to heparin lyase I, II digestion), as measured using liquid chromatography-tandem mass spectrometry, in plasma from trauma subjects at hospital arrival (*n* = 20) and 24 h after hospitalization (*n* = 19) relative to healthy controls (*n* = 10). Comparisons were performed using the Kruskal-Wallis 1-way ANOVA followed by Dunn’s multiple comparisons test. *p < 0.05; **p < 0.01; ****p < 0.0001.

Ten controls and 20 trauma subjects had available plasma for LC-MS/MS evaluation (Supplementary Table S1). Sulfation modifications were detected in circulating HS collected from trauma samples relative to controls at both hospital arrival and at 24 h (Figure 1C). Specifically, expression of tetra-2 and tetra-4 sulfation declined immediately following trauma concomitantly with a rise in ΔIIS and ΔIIIS disaccharides. By 24 h following trauma, ΔIIIS levels remained elevated and tetra-2 and tetra-4 remained low in trauma subjects. Furthermore, we observed a significant increase in the expression of tetra-1 24 h following trauma relative to hospital arrival.

### 3.3 Associations between circulating heparan sulfate levels and injury characteristics

Modifications to HS observed in trauma samples moderately correlated with injury characteristics. We observed that the molar percentage of ∆IVA HS disaccharides present in trauma plasma at hospital arrival correlated with shock index, a physiologic measure of tissue perfusion [rho = 0.478 (n = 20; 95% CI = 0.033, 0.765), *p* = 0.033], whereas the level of tetra-4 inversely correlated with shock severity as indicated by serum lactate levels [rho = −0.587 (n = 20; 95% CI = −0.822, −0.182), *p* = 0.006]. Interestingly, increased level of tetra-1 at 24 h was specific to trauma subjects who suffered penetrating injuries as this tetrasaccharide was not elevated at 24 h in subjects who suffered blunt injuries (Supplementary Figure S1). No other mechanism-specific differences in HS di-/tetrasaccharide levels were observed (Supplementary Figure S1). In subjects who suffered penetrating injuries, 24-h tetra-1 levels inversely correlated with 24-h INR [rho = −0.879 (n = 10; 95% CI = −0.972, −0.543), *p* < 0.001] and lactate levels [rho = −0.799 (n = 10; 95% CI = −0.952, −0.321), *p* = 0.006].

### 3.4 Heparan sulfate as a biomarker of endothelial glycocalyx damage

HS has been reported as a measure of eGC injury and vascular dysfunction in many pathologic conditions, including trauma (Rahbar et al., 2015; Torres Filho et al., 2016; Halbgebauer et al., 2018). To expand upon this prior work, we evaluated associations between HS and other established markers of eGC damage following trauma that could support HS levels as a marker of eGC injury. In our trauma population, total HS levels at hospital arrival moderately correlated with eGC levels of syndecan-1 [rho = 0.339 (n = 48; 95% CI = 0.053, 0.575), *p* = 0.018] and soluble thrombomodulin [rho = 0.352 (n = 49; 95% CI = 0.069, 0.581), *p* = 0.013] (Supplementary Figure S2).

### 3.5 Association between heparan sulfate modifications and endothelial cell activation

We have previously observed in two separate trauma populations that the vascular endothelium is pathologically activated after traumatic injury, as indicated by elevations in circulating levels of Angpt-2 (Uhlich et al., 2020; Richter et al., 2022b). Moreover, we found that circulating levels of syndecan-1, an established marker of eGC injury following trauma (Gonzalez Rodriguez et al., 2017), rise before significant elevations in Angpt-2 (Richter et al., 2022b). Building upon our prior findings that HS shedding from the endothelial surface promotes Angpt-2 production (Richter et al., 2022a), we next evaluated associations between circulating HS (total levels and relative levels of di-/tetrasaccharides) at arrival and Angpt-2 levels after 24 h. Data from control subjects were included in these analyses. Consistent with our previous observations in children with sepsis in which systemic inflammation and EC activation are manifest (Richter et al., 2022a), total HS levels at arrival weakly correlated with Angpt-2 levels at 24 h [rho = 0.299 (n = 73; 95% CI = 0.066, 0.499), *p* = 0.011] (Figure 2A). We also observed a moderate correlation between heparanase activity levels at arrival and 24-h Angpt-2 levels [rho = 0.605 (95% CI = 0.193, 0.835), *p* = 0.006] in 19 subjects for whom both heparanase activity and Angpt-2 levels were available (Supplementary Figure S3). Moreover, we observed a significant, though moderate, correlation between 24-h Angpt-2 levels and arrival levels of ΔIIIS disaccharides [rho = 0.477 (n = 30; 95% CI = 0.129, 0.720), *p* = 0.008], and significant, though moderate, inverse correlations between 24-h Angpt-2 levels and arrival levels of tetra-2 [rho = −0.597 (n = 30; 95% CI = −0.792, −0.291), *p* < 0.001] and tetra-4 [rho = −0.400 (n = 30; 95% CI = −0.671, −0.036), *p* = 0.028] (Figures 2B–D). While correlative, these findings may point to early HS structural modifications and/or cleavage in the eGC as a contributing process in pathological EC activation in traumatically injured subjects.

**FIGURE 2:**
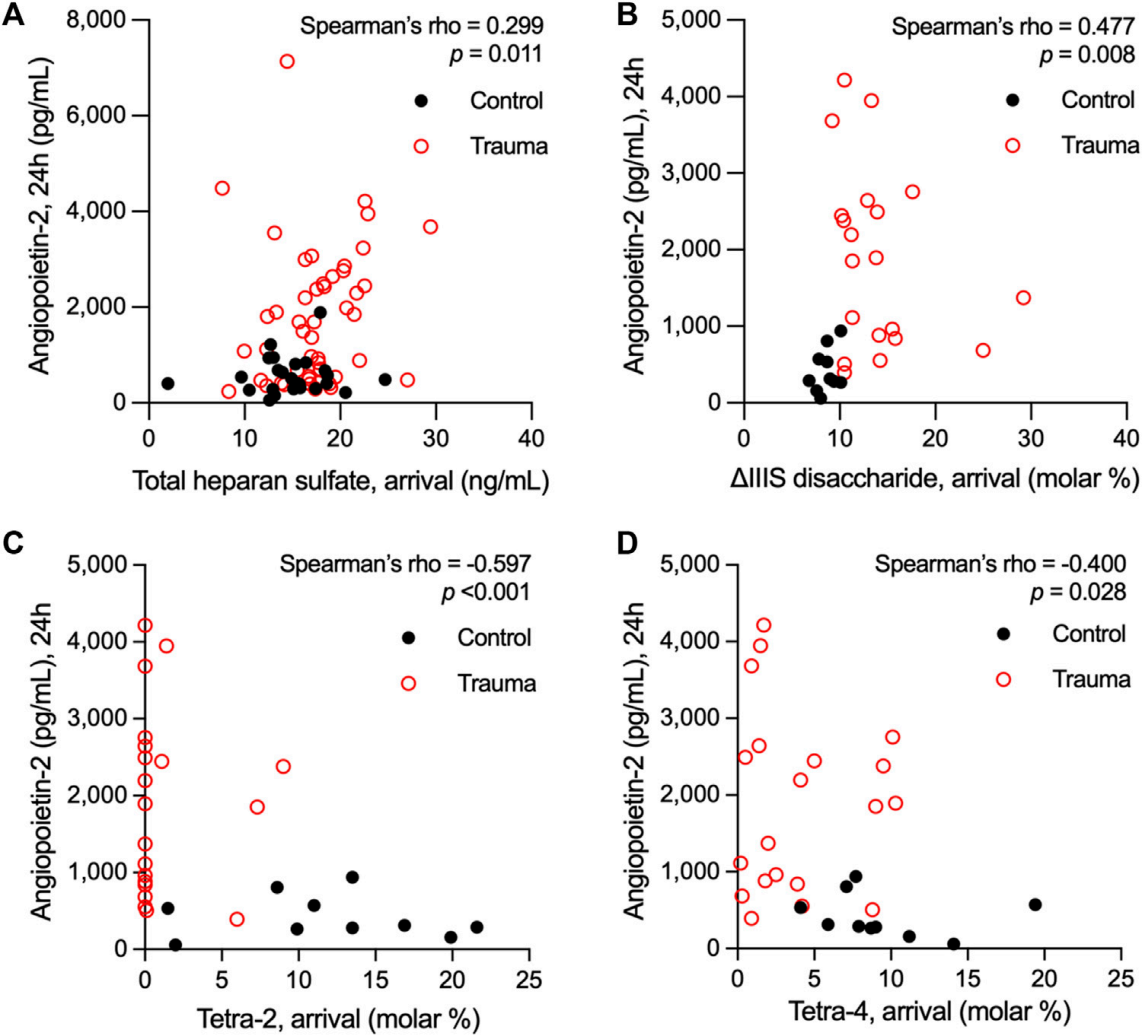
Spearman’s rank correlations of plasma levels of heparan sulfate at arrival with plasma levels of angiopoietin-2 measured 24 h following hospital admission in adults who suffered a traumatic injury. Total levels heparan sulfate **(A)** and relative abundance of the ∆IIIS heparan sulfate disaccharide **(B)** in plasma at hospital arrival correlated with angiopoietin-2 levels 24 h after hospitalization. Conversely, the representation of the heparan sulfate tetrasaccharides tetra-2 **(C)** and tetra-4 **(D)** inversely correlated with 24-h levels of angiopoietin-2 in circulation following trauma.

### 3.6 Transcriptomic changes in HLMVEC following heparan sulfate shedding from the glycocalyx

Relative to other organ systems, HS expression is enriched within the lungs and, as an integral constituent of the eGC, serves key functions in regulating vascular homeostasis a (LaRiviere and Schmidt, 2018). Systemic inflammatory insults resulting from trauma and hemorrhagic shock are known to cause pulmonary eGC damage and microvascular injury in association with coagulation abnormalities and organ dysfunction (Abdullah et al., 2021). To gain mechanistic insight into the downstream consequences of eGC damage, we investigated how cleavage of HS from the eGC affects the transcriptional landscape of MVEC isolated from human lungs. 

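HLMVEC, primary microvascular cells isolated from human lung, were kept under laminar flow at 15 dyn/cm2 for 48 h. They were then given 500 mU/mL heparinase III, an enzyme that cleaves HS chains, or vehicle for 6 h while flow continued. The supplement describes the vehicle as phosphate-buffered saline, whereas a field of the sample labels calls these libraries untreated. It gives the cells as passage 4, and the labels give passages 4 to 6. Lysates of 2 channel slides were combined into each library, so the 2 libraries of a group stand for 4 slides. According to the supplement, 4 slides were joined in a single flow circuit and the enzyme was injected into that circuit. The p-values therefore measure only the spread between these pooled libraries. By that description, vehicle and enzyme slides ran in separate circuits. No source states which slides of a library shared a circuit, and both libraries of a group may come from the same circuit. A difference between circuits is therefore not excluded. Libraries of polyadenylated RNA were made with a directional kit. The authors aligned the reads with STAR and counted them per gene with HTSeq-count without using the strand, so reads over exons shared by overlapping genes were given to neither gene, and reads that aligned to more than 1 place were not counted. The deposited values are raw counts. Gene totals were 27403952 and 23604410 counts in the vehicle libraries and 29691484 and 41959286 counts in the heparinase III libraries, and 20.3% to 22.0% of the counts of a library named no gene. Mitochondrial genes took 5.22% to 5.50% of the gene counts. Between libraries of one group, counts differed by 3.03 and 3.24 units of chi-square per gene, where sampling alone gives about 1, and by 28.6 between vehicle 1 and heparinase III 1. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test over 15184 genes, and 43 gene lists were fixed before the data were examined. Values are given as CPM, the counts scaled to a common library size, with the SD over the libraries of a group, and log2 fold changes are heparinase III relative to vehicle. Direction of a list as a whole was tested with camera, which compares its members with all other genes. None of the 37 lists tested by camera passed when the correlation between genes was estimated for each list in place of the preset 0.01, and 1 list had an unadjusted p under 0.05. Of the 7 lists past the threshold with the preset value, the estimate exceeded 0.01 only for actin genes (0.20) and arterial markers (0.019). That setting draws on the few residual degrees of freedom of 4 libraries, so it has little power. The loss is therefore not shown to come from correlation between genes. Genes that rose had a median GC content of 42.8%, and genes that fell 53.1%.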

HS plays a pivotal role in maintaining shear stress-mediated vascular EC homeostasis (Richter et al., 2022a), and therefore, we conditioned HLMVEC to physiologic shear stress for 48 h prior to treatment with heparinase III to enzymatically cleave HS from the cell surface. As previously observed (Richter et al., 2022a), HLMVEC exposure to laminar flow at 15 dyn/cm^2^ resulted in cytoskeletal reorganization and cellular alignment relative to statically cultured cells (Supplementary Figure S4). We identified 13,712 unique protein-encoding genes (13,742 unique EnsembID values) within HLMVEC following treatment with either vehicle or heparinase III [bulk RNA-Seq data are available on the Gene Expression Omnibus (GEO) database, accession number GSE260628]. 

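Endothelial transcripts were among the most abundant in these cells. *PECAM1*, an adhesion molecule of endothelial junctions, ranked 10 among protein-coding genes by vehicle level at 3722 ± 115 CPM (SD, n = 2), and *CDH5*, which encodes VE-cadherin, ranked 47. Lymphatic endothelial markers were also present, with *PDPN* at 978 ± 13.6 CPM and *PROX1*, a transcription factor of lymphatic identity, at 137 ± 5.75 CPM. The 8 fibroblast markers ranged from *COL1A1*, a fibrillar collagen that ranked 24 at 2544 ± 49.0 CPM, *COL1A2* at 1492 ± 22.7 CPM, *FBN1* at 325 ± 20.3 CPM, *COL3A1* at 225 ± 2.94 CPM and *POSTN* at 34.0 ± 0.158 CPM to *PDGFRA* at 4.96 ± 0.204 CPM, *DCN* at 2.26 ± 0.523 CPM and *LUM* at 0.549 ± 0.0488 CPM. Of 8 epithelial and 8 leukocyte markers, 0 and 1 had enough counts to be tested. Over the 4 libraries, 13647 protein-coding genes had at least 10 counts in total, 11971 had at least 10 in every library, and 16083 had at least 1. The test covered 12400 protein-coding genes among its 15184. A gene without counts is not shown to be silent, since outside the MHC region protein-coding genes that also lie on alternate contigs of the assembly passed the filter in 18 of 363 cases, against 1008 of 1628 of their neighbours.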

One thousand three hundred seventy-five genes were upregulated and 1,286 genes were downregulated [FDR-adjusted *p*-value (FDR *q* value) <0.05] in HLMVEC following heparinase III treatment relative to vehicle-treated HLMVEC.

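Among called genes with a mean of at least 5 CPM and no overlap between the groups, the largest rise was in *CXCL12*, a chemokine that attracts cells bearing *CXCR4*, which went from 24.8 ± 1.36 CPM in vehicle-treated to 299 ± 12.0 CPM in heparinase III-treated HLMVEC (SD, n = 2), a 12.1-fold increase (log2 fold change 3.59, standard error 0.055, adjusted p = 5.4e-39). *SMAD6*, an inhibitor of bone morphogenetic protein (BMP) signaling, rose 5.33-fold, and *HGF*, the growth factor of the MET receptor, rose 5.11-fold. *ACKR3*, a scavenging receptor for *CXCL12*, fell from 11.4 ± 0.348 CPM to 2.08 ± 0.530 CPM (log2 fold change −2.49, standard error 0.14, adjusted p = 8.1e-19). *SFN*, which encodes 14-3-3 sigma, fell by 2.47 on the log2 scale, the secreted factor *STC1* by 1.90, and *APLN*, which encodes the peptide apelin, by 1.79. The 12 highest of these genes also held *LRRC4*, *LINC00840*, *NPTX1*, *ZNF423*, *MAP3K5*, *AFF2*, *PRICKLE2* and *GPR137C*, with log2 fold changes of 2.09 to 2.98. The 12 lowest of them also held *CREB5*, *SPSB1*, *MBP*, *PPARGC1B*, *TNFSF18*, *GPRC5A*, *PLEKHA6* and *DUSP4*, a phosphatase of MAP kinases, with log2 fold changes of −1.92 to −1.64. In all, 2187 genes rose and 2190 fell at an adjusted p under 0.05 from edgeR, among them 4057 protein-coding genes. Their median absolute log2 fold change was 0.32, and 211 higher and 226 lower genes reached an absolute log2 fold change of 1. DESeq2 at its defaults called 1274 genes higher and 1181 lower. With offsets for GC content, 1710 of the higher and 1714 of the lower genes were called again. Another gene overlaps 25.3% of the exonic sequence of *PRICKLE2*.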

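*CXCL12* had the smallest p of all genes tested, and *CLDN5*, the main claudin of endothelial tight junctions, ranked 5 by p. *EDN1*, which encodes a peptide that constricts vessels, ranked 22, and *THBD*, a cofactor for the activation of protein C, ranked 32. Of the 40 genes with the smallest p, 23 were higher and 17 lower after heparinase III. These ranks are by edgeR's p over 15184 genes.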

Among the top 40 genes transcribed that were most significantly different between treatment groups (Figures 3A,B), we found expression of claudin-5 (*CLDN5*), thrombomodulin (*THBD*), and endothelin-1 (*EDN1*), more commonly expressed in ECs, was significantly impacted by heparinase III treatment. More specifically, we observed that *CLDN5* and *THBD* were downregulated while *EDN1* was upregulated following heparinase III treatment. Moreover, we observed downregulation in *KLF2*, *KLF4*, *NOS3*, and *SLC9A3R2* (Figure 3C), flow-responsive genes that promote EC homeostasis (Ajami et al., 2017; Sangwung et al., 2017; Helle et al., 2020), thus confirming a disruption in homeostatic signaling by heparinase III. 

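*CLDN5* (ENSG00000184113.9) lies on chromosome 22 from 19523024 to 19527545 of GRCh38 and fell from 458 ± 9.07 CPM in vehicle-treated to 153 ± 1.78 CPM in heparinase III-treated HLMVEC (SD, n = 2). This is a log2 fold change of −1.58 (standard error 0.044, adjusted p = 4.4e-29 from edgeR). *THBD* (ENSG00000178726.7), on chromosome 20 from 23045633 to 23049672, fell from 515 ± 14.2 CPM to 231 ± 18.1 CPM, a log2 fold change of −1.16 (standard error 0.048, adjusted p = 2.1e-23). *EDN1* (ENSG00000078401.7), on chromosome 6 from 12290361 to 12297194, rose from 66.0 ± 6.07 CPM to 169 ± 7.18 CPM, which is 2.57-fold (log2 fold change 1.36, standard error 0.052, adjusted p = 4.1e-24). Each difference was larger than the spread between the libraries of a group.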

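*KLF2* and *KLF4*, transcription factors induced by laminar flow, fell from 300 ± 10.5 CPM to 249 ± 20.1 CPM and from 80.8 ± 3.29 CPM to 51.9 ± 7.20 CPM (SD, n = 2). *NOS3*, the endothelial nitric oxide synthase, fell from 137 ± 0.489 CPM to 88.0 ± 2.98 CPM, and *SLC9A3R2*, a scaffold protein that anchors a sodium-proton exchanger, from 1136 ± 33.2 CPM to 902 ± 84.2 CPM. *KLF4* had a log2 fold change of −0.65 (standard error 0.069, adjusted p = 3.4e-07), and *NOS3* one of −0.63 (standard error 0.046, adjusted p = 4.4e-15). The decreases in *KLF2* (log2 fold change −0.27, adjusted p = 1.4e-05) and *SLC9A3R2* (log2 fold change −0.33, adjusted p = 1.1e-06) were smaller. *KLF2* lies on chromosome 19 from 16324826 to 16328685, *KLF4* on chromosome 9 from 107484852 to 107490482, *NOS3* on chromosome 7 from 150991017 to 151014588 and *SLC9A3R2* on chromosome 16 from 2025356 to 2039026. All 4 were also lower when adjusted over the list alone, but the study reports them from these same samples, so their direction is not independent evidence. Exons of *NOS3* overlap another gene over 13.3% of their length.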

Consistent with our prior work (Richter et al., 2022a), we confirmed that heparinase III treatment promoted enrichment of *ANGPT2* in addition to other markers of EC activation (*ESM1*, *THBS1*) (Figure 3D) (Helle et al., 2020). 

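*ANGPT2*, a ligand that antagonizes the receptor TIE2, rose from 161 ± 11.8 CPM to 225 ± 13.2 CPM (SD, n = 2; log2 fold change 0.48, standard error 0.048, adjusted p = 8.2e-11). *ESM1*, which encodes the proteoglycan endocan, rose from 127 ± 9.99 CPM to 225 ± 1.92 CPM (log2 fold change 0.84, standard error 0.047, adjusted p = 1.1e-18), and *THBS1*, a matrix protein that limits angiogenesis, from 1993 ± 198 CPM to 3112 ± 136 CPM (log2 fold change 0.64, standard error 0.054, adjusted p = 3.4e-12). The study reports these 3 genes from these same samples, so their count, 3 higher also when adjusted over the list alone, is not independent evidence. Inflammatory activation genes driven by NF-kB, a list that none of the 3 is in, went both ways. *SELE*, the leukocyte adhesion molecule E-selectin, rose from 0.482 ± 0.196 CPM to 5.66 ± 0.0645 CPM, and *IL6* rose (log2 fold change 0.53). The chemokines *CCL2* (log2 fold change −1.59) and *CXCL8* (log2 fold change −0.49) and the TNF-induced gene *TNFAIP2* (log2 fold change −0.86) fell. Of 18 measured members, 2 rose, 7 fell and 9 were not called (2 higher and 7 lower when adjusted over the list alone), and the list as a whole was not past the threshold (adjusted p = 0.0685). DESeq2 did not call *IL6* (adjusted p = 0.116). *ANGPT2* lies on chromosome 8 from 6499632 to 6563409, *ESM1* on chromosome 5 from 54977867 to 55022671 and *THBS1* on chromosome 15 from 39581079 to 39599466.

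**Figure D1:**
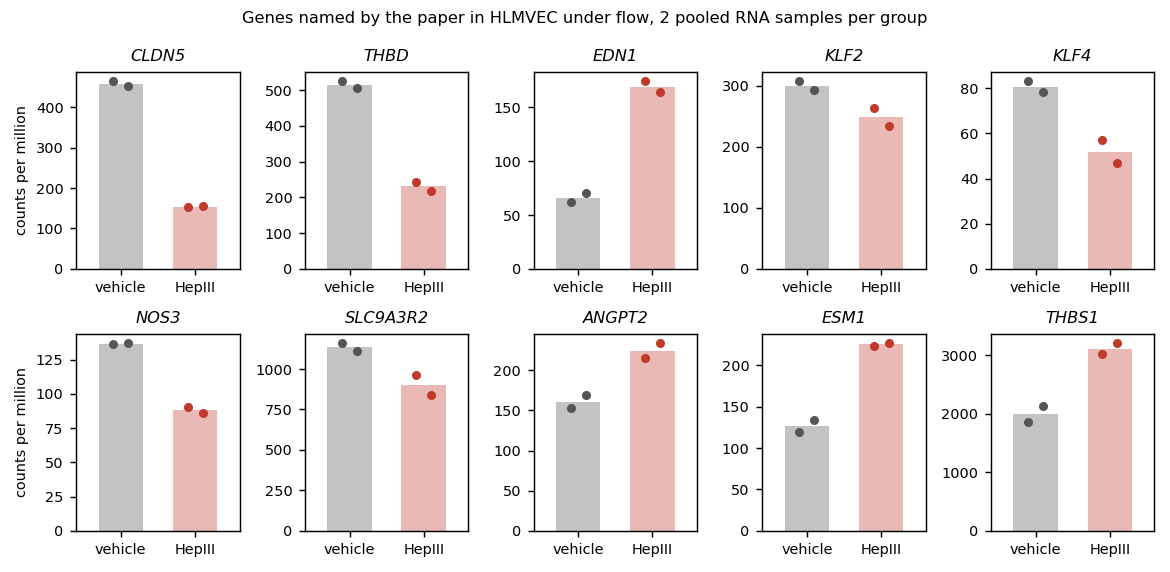
Expression in CPM of CLDN5, THBD, EDN1, KLF2, KLF4, NOS3, SLC9A3R2, ANGPT2, ESM1 and THBS1, with a point for each library, of 2 pooled slides, and a bar at each group mean (linear axes from 0). The heparinase III libraries lie below both vehicle libraries for CLDN5 and above both for EDN1.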

There were no changes in gene expression of canonical EC surface markers (*KDR*, *CDH5*, *PECAM1*, *TEK*) with heparinase III treatment (Supplementary Figure S5) (Helle et al., 2020).

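*KDR*, the main receptor for VEGF, had a log2 fold change of 0.098 (95% confidence interval 0.0018 to 0.19, adjusted p = 0.137), and *CDH5* one of −0.010 (95% confidence interval −0.10 to 0.082, adjusted p = 0.904). For *PECAM1* it was −0.031 (95% confidence interval −0.13 to 0.064, adjusted p = 0.695), and for *TEK*, the receptor TIE2, 0.013 (95% confidence interval −0.075 to 0.10, adjusted p = 0.867). None of the 4 genes was called, also when adjusted over the list alone, and the intervals exclude the size of the change in *ANGPT2* (log2 fold change 0.48). Other genes of endothelial identity did change, in both directions. *CLEC14A*, a surface lectin of angiogenic endothelium (log2 fold change 0.39), and *EMCN*, the sialomucin endomucin (0.31), rose, whereas *ROBO4*, a guidance receptor that stabilizes vessels (−0.41), and the transcription factor *FLI1* (−0.37) fell. Of 14 measured pan-endothelial markers, 4 rose, 5 fell and 5 were not called (4 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.875). Lymphatic markers also split, with *PROX1* (log2 fold change 0.56) and *MMRN1* (0.15) higher, *PDPN* (−0.37) and *LYVE1* (−0.35) lower, and 3 of 7 not called (2 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.848). Of 8 fibroblast markers, 3 rose and 0 fell (3 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0847), with log2 fold changes of 0.23 for *FBN1*, 0.17 for *COL3A1* and 0.12 for *COL1A2*. Of 7 smooth muscle and pericyte markers, 4 rose and 0 fell (4 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0718), among them *NOTCH3* (0.25), *PDGFRB* (0.19), *CSPG4* (0.28) and *TAGLN* (0.20). Without vehicle replicate 2, *KDR* was called higher (log2 fold change 0.19, adjusted p = 0.00726). Without vehicle replicate 1, adjusted p was 0.221 for *MMRN1*, 0.275 for *COL1A2*, 0.0616 for *PDGFRB*, 0.0625 for *CSPG4* and 0.0567 for *TAGLN*. Without vehicle replicate 2 it was 0.0783 for *COL1A2*, 0.163 for *CSPG4* and 0.139 for *TAGLN*, without heparinase III replicate 1 0.0692, 0.202 and 0.509, and without heparinase III replicate 2 0.426 for *MMRN1*.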

**FIGURE 3:**
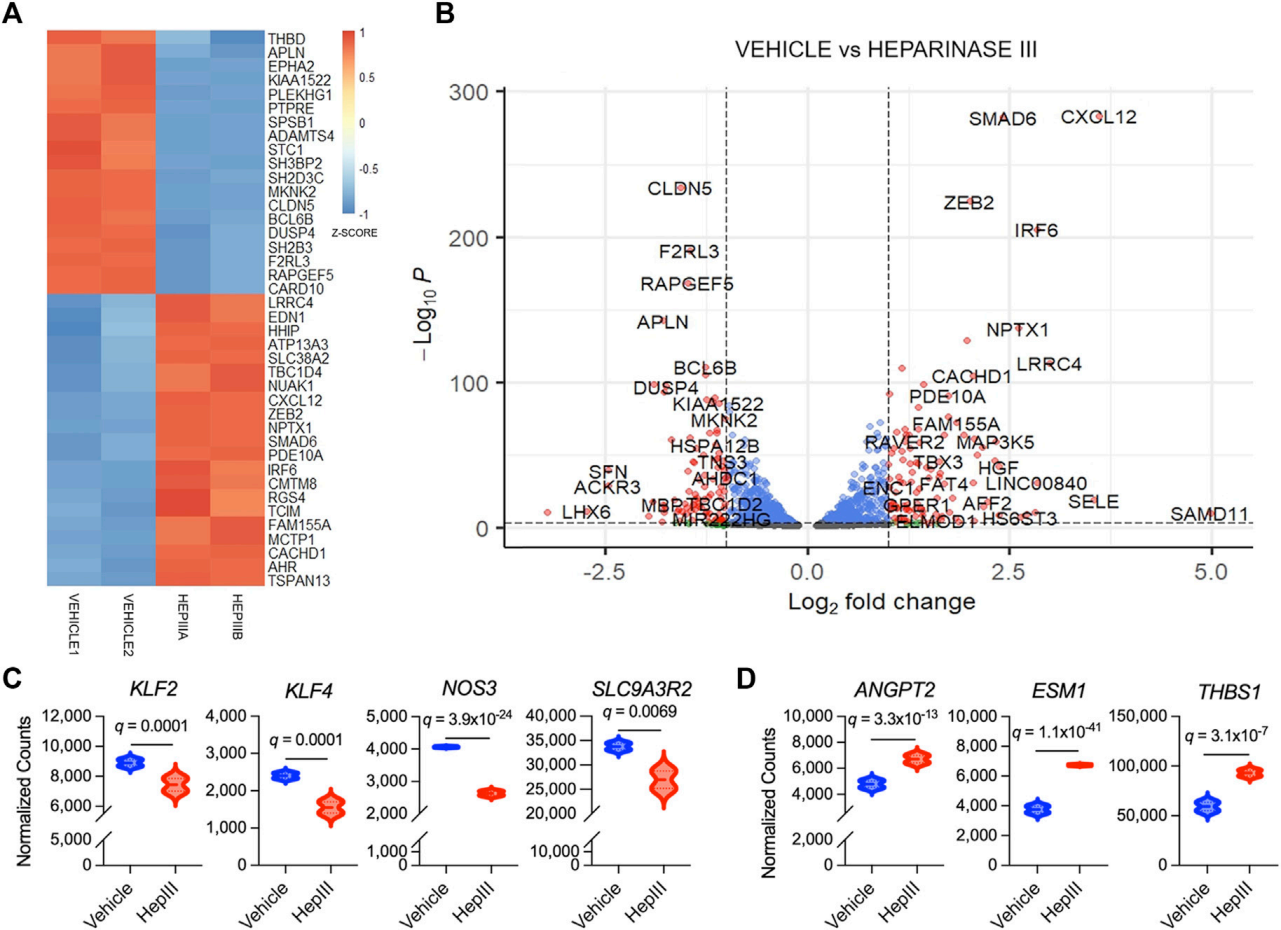
Top differentially expressed genes in flow conditioned primary human lung microvascular endothelial cells (HLMVEC) following exposure to heparinase III (HepIII) relative to vehicle control. Messenger RNA was collected from confluent monolayers of HLMVEC that were conditioned with 15 dyn/cm^2^ for 48 h followed by exposure to heparinase III 500 mU/mL or vehicle for 6 h while remaining under shear stress (*n* = 4 biological replicates per condition; two replicates were pooled to generate two samples per condition for RNAseq). **(A)** Heatmap representing top 40 differentially expressed genes in HLMVEC between heparinase III and vehicle. Each treatment group contains *n* = 2 RNA samples that were combined from HLMVEC within two ibidi channel slides, thus representing a total of *n* = 4 per condition. Colors represent gene expression z-score with red corresponding to upregulated and blue to downregulated. **(B)** Volcano plot depicting differential gene expression between HLMVEC exposed to heparinase III (positive log2 fold change) and vehicle (negative log2 fold change). Red genes meet figure thresholds of p ≤ 1 × 10^−3^ and log2 fold change ≥|1| for the purposes of visualization. **(C)** Expression of the flow-responsive genes Krüppel-like factor 2 and 4 (*KLF2*,*4*), endothelial nitric oxide synthase (*NOS3*) and solute carrier family nine isoform A3 regulatory factor 2 (*SLC9A3R2*) is reduced following heparinase III treatment. **(D)** Expression of angiopoietin-2 (*ANGPT2*), endothelial cell-specific molecule-1 (*ESM1*, also known as endocan), and thrombospondin (*THBS1*), markers of endothelial cell activation, is increased following heparinase III treatment.

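The genes behind these pathways moved with the sheet of Table S2 that lists them. Of 933 genes named in complete cells of the heparinase III sheets, 930 were matched by symbol, and 926 of these rose, 0 fell and 4 were not called by edgeR. Of 934 genes of the vehicle sheets, 930 were matched, and 0 rose, 925 fell, 2 were not called and 3 were not tested. DESeq2 at its defaults called 866 of the former higher and 852 of the latter lower. Table S2 lists the genes that the study called on these samples, so these counts are not independent evidence, and pathways were not tested again because the full GO and KEGG gene sets are not part of the table. At an FDR under 0.05 the table itself, by the paper's own values, holds 33 GO and 25 KEGG terms for heparinase III and 49 GO and 56 KEGG terms for vehicle.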

Targeted analysis identified 33 GO: Biologic Process and 25 KEGG pathways enriched in heparinase III-treated HLMVEC and 50 GO: Biologic Process and 56 KEGG pathways enriched in vehicle-treated HLMVEC that met the pre-defined thresholds (Supplementary Table S2). Of these, 43 GO: Biologic Process and 38 KEGG pathway terms either unrelated to EC biology or represent pathway redundancy were removed from analysis (Supplementary Table S2). Remaining pathways were categorized based on their relevance to 1) cell maintenance and bioenergetics, 2) cell organization and adhesion, 3) intracellular signaling, 4) angiogenesis and wound healing, or 5) response to biophysical cues (Figures 4A,B).

**FIGURE 4:**
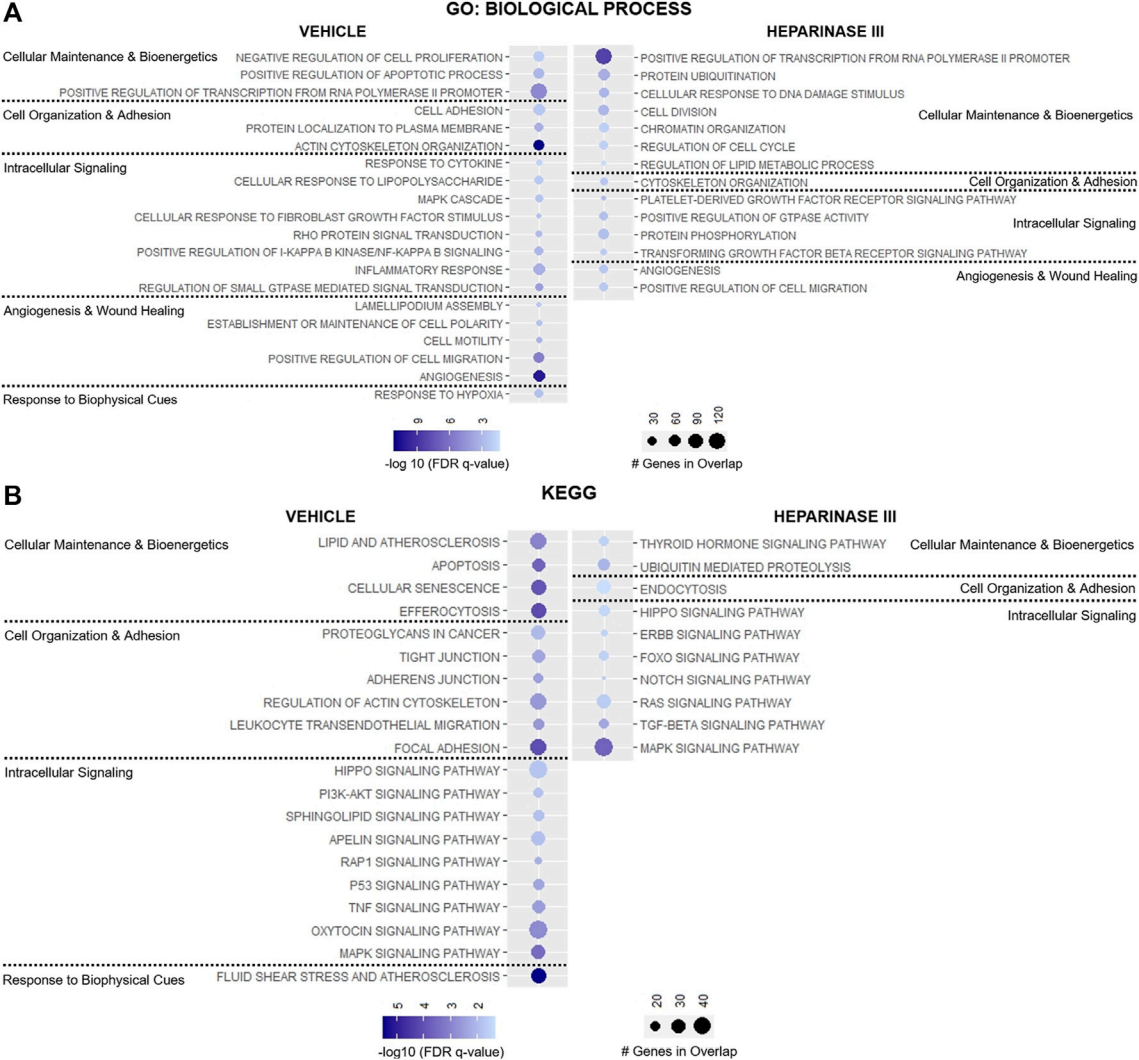
Targeted representation of gene set enrichment analysis (GSEA) in flow conditioned (15 dyn/cm^2^ for 48 h) primary human lung microvascular endothelial cells (HLMVEC) after 6-h exposure to vehicle or heparinase III (HepIII, 500 mU/mL) while remaining under shear stress (*n* = 4 biological replicates per condition; two replicates were pooled to generate two samples per condition for RNAseq). GSEA was performed using **(A)** GO: Biological Process and **(B)** KEGG datasets. Figure displays up to twenty pathways from GSEA that are most relevant to endothelial cell organization and function with lowest False discovery rate (FDR)-adjusted *p* values (FDR *q* value). Pathways were organized according to their contribution to cellular maintenance and bioenergetics; cell organization and adhesion; angiogenesis and wound healing; or response to biophysical cues. Pathways on presented on the left were enriched in HLMVEC after exposure to vehicle whereas pathways on the right were enriched in HLMVEC after exposure to heparinase III. Circle size corresponds with number of genes present in experimental samples that overlap with respective dataset pathways, and circle shading represents the −log10 (FDR *q* value) with darker shades representing lower *q* values.

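Most cell cycle genes measured were not called. Of 19 S phase genes, which carry out DNA replication, 0 rose, 2 fell and 17 were not called, and the members that fell were *CDC6* (log2 fold change −0.44) and *CDC45* (−0.84), factors of replication origins. Adjusted over the list alone, edgeR called 0 in either direction, and 4 had an unadjusted p under 0.05 by edgeR and 0 by DESeq2, which called 0. Of 19 G2/M genes, 2 rose, 1 fell and 16 were not called (1 higher and 1 lower when adjusted over the list alone), with the kinase *CDK1* (log2 fold change 0.59) higher and the topoisomerase *TOP2A* (−0.71) lower. Neither list moved as a whole (camera adjusted p = 0.798 and 0.460). Some of these genes had few counts over all libraries, such as *MKI67* with 93 and *UBE2C* with 42. Their log2 fold changes had standard errors of 0.34 and 0.49, so a missing call does not exclude a moderate change. The genes that Table S2 lists for heparinase III under cell division were higher in 50 of 51 cases and under the cellular response to DNA damage stimulus in 43 of 43. Those listed for vehicle under negative regulation of cell proliferation (50), efferocytosis (30), apoptosis (26) and cellular senescence (29) were all lower by edgeR. The study chose the genes of Table S2 on these samples, so these counts are not independent evidence. DESeq2 did not call *CDC6* (adjusted p = 0.364) or *CDK1* (adjusted p = 0.0992), and without vehicle replicate 1 the adjusted p was 0.137 for *CDC6*, 0.0666 for *CDC45* and 0.0819 for *CDK1*. *CDC6* and *CDC45* were also not called without vehicle replicate 2 (adjusted p = 0.0904 and 0.189) or heparinase III replicate 2 (0.318 and 0.108), and *CDC45* without heparinase III replicate 1 (0.111).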

Heparinase III treatment led to the enrichment in pathways regulating cell division and cellular response to DNA damage stimulus with downregulation of pathways suppressing cell proliferation and pathways regulating efferocytosis, apoptosis, and cell senescence (Figures 4A,B). 

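Of 24 measured targets of p53, a transcription factor that halts the cell cycle after stress, 9 rose, 6 fell and 9 were not called (10 higher and 7 lower when adjusted over the list alone), with no direction as a list (camera adjusted p = 0.798). *SFN*, which holds cells in G2, was among the most reduced of all genes, and *PLK2*, a stress-induced kinase (log2 fold change −0.49, standard error 0.043, adjusted p = 1.2e-12 from edgeR), also fell. *SESN1*, an inhibitor of the growth kinase mTORC1 (log2 fold change 0.56, standard error 0.055, adjusted p = 3.3e-11), and *TP53INP1* (log2 fold change 0.43), a cofactor of p53, rose. Table S2 lists 20 genes of TNF signaling for vehicle (the paper's FDR 0.00432), all lower, and 17 for heparinase III (the paper's FDR 0.0545, not under 0.05), all higher. It lists 15 genes of p53 signaling for vehicle, all lower, and 15 of ErbB signaling for heparinase III, all higher. These genes were chosen by the study on these samples, so their direction is not independent evidence.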

Consistent with these changes, we observed reductions in the expression for the TNF and p53 signaling pathways following heparinase III treatment, pathways known to regulate cell proliferation and cell cycle arrest respectively (Frater-Schroder et al., 1987; Mijit et al., 2020) (Figure 4B), with a concomitant enrichment in the epidermal growth factor (ErbB) family of receptor tyrosine kinases signaling pathway that is known to support cell differentiation and proliferation (Wieduwilt and Moasser, 2008).

We observed downregulation in GO: Biological Process pathways that maintain cell-cell junctional integrity and enrichment for pathways that promote endocytosis following heparinase III application (Figures 4A,B). 

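Of 24 measured junction genes, 6 rose, 10 fell and 8 were not called (7 higher and 11 lower when adjusted over the list alone), and the list had no direction as a whole (camera adjusted p = 0.573). It mixes adhesion genes with connexins of gap junctions, and camera was not run without the connexins. The lack of direction is therefore not a result for adhesion genes alone. Beside *CLDN5*, the adhesion molecule *ICAM2* (log2 fold change −0.68, standard error 0.057, adjusted p = 3.4e-13 from edgeR) and *F11R*, the junctional adhesion molecule JAM-A (log2 fold change −0.31), fell. *GJA4*, a connexin of arterial gap junctions, rose from 3.87 ± 0.164 CPM to 16.0 ± 0.700 CPM (SD, n = 2; log2 fold change 2.04, standard error 0.11, adjusted p = 2.8e-19), and *JAM3* rose by 0.36 on the log2 scale. The genes that Table S2 lists for vehicle under cell-cell adhesion (27) and establishment of endothelial barrier (8) were all lower, as were 28 under endocytosis (the paper's FDR 0.0721, not under 0.05), and the 30 listed for heparinase III under endocytosis (the paper's FDR 0.0481) were all higher. The study chose these genes on these samples and reports *CLDN5*, *CDH5* and *PECAM1* of the list from them, so this is not independent evidence. Other genes overlap 26.8% of the exonic sequence of *ICAM2*, 36.6% of *F11R* and 35.6% of *JAM3*.

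**Figure D2:**
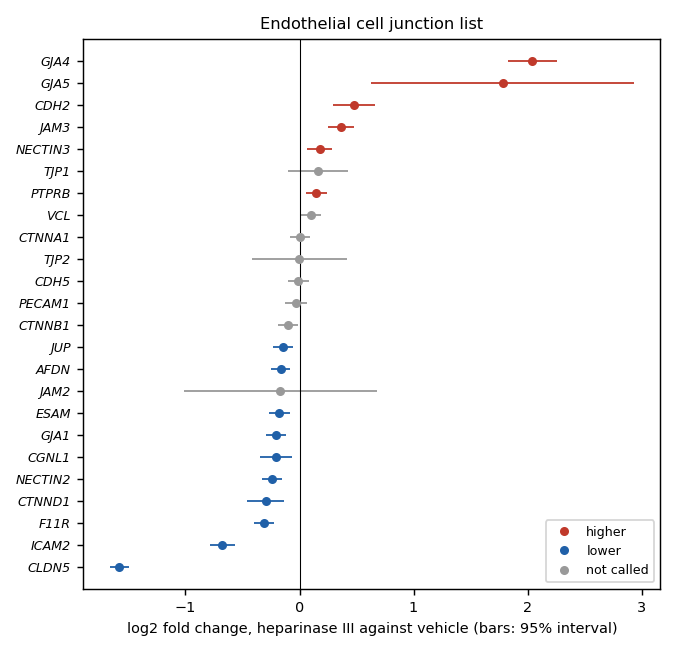
Log2 fold change (heparinase III relative to vehicle) of each measured member of the endothelial cell junction list, with 95% confidence intervals. CLDN5 lies lowest at −1.58.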

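*RAPGEF5*, an exchange factor that activates the small GTPases Rap1 and Rap2, fell from 301 ± 0.996 CPM to 107 ± 4.20 CPM (SD, n = 2; log2 fold change −1.49, standard error 0.045, adjusted p = 4.8e-28). *RASIP1*, a Rap1 effector that relaxes endothelial actin at junctions, fell by 0.94 on the log2 scale, as did *SIPA1L3*, related to Rap GTPase-activating proteins, by 0.69. The related *SIPA1L2* rose (log2 fold change 1.48), as did the exchange factor *RAPGEF2* (0.39). Of 25 measured genes of Rap1 signaling, 2 rose, 8 fell and 15 were not called (2 higher and 8 lower when adjusted over the list alone), and the list had no direction by camera (adjusted p = 0.368). Table S2 lists 28 Rap1 genes for vehicle (the paper's FDR 0.0136), all lower, and 25 for heparinase III (the paper's FDR 0.0788, not under 0.05), all higher, chosen by the study on these samples and so not independent evidence.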

In line with these findings, we found that the KEGG pathway encoding Rap1 signaling, an established promoter of cell adhesion and cell-cell junctional stability (Pannekoek et al., 2014), was significantly less enriched in ECs treated with heparinase III (Figure 4B). Moreover, there appeared to be a reduction in the expression of pathways directing cell polarity and lamellipodium assembly that may regulate EC morphology under shear stress (Figure 4A) (Breslin et al., 2015).

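*ABI3*, a subunit of the WAVE complex that starts branched actin (log2 fold change −0.85, standard error 0.056, adjusted p = 2.0e-16 from edgeR), *VAV3*, an activator of Rac (−0.51), and the polarity kinase *PRKCZ* (−0.76) fell. *WASF1*, another WAVE subunit (0.35), and the polarity scaffold *PARD3* (0.30) rose. Of 28 measured genes of cell polarity and lamellipodium, 5 rose, 9 fell and 14 were not called (6 higher and 11 lower when adjusted over the list alone; camera adjusted p = 0.0685, and 0.0343 with GC content offsets). Of 26 measured genes of actin stress fibers and the cytoskeleton, 1 rose, 15 fell and 10 were not called (2 higher and 15 lower when adjusted over the list alone), among them *VASP*, which extends actin filaments (log2 fold change −0.59), and the kinases *LIMK2* (−0.52) and *ROCK2* (−0.31). The member that rose was *TPM1*, a tropomyosin (0.21). The actin list was lower as a whole by camera (adjusted p = 0.0151; adjusted p = 0.658 with an estimated correlation). Without vehicle replicate 2 its adjusted p was 0.0717, without heparinase III replicate 2 0.0713, and with GC content offsets 0.0568. The genes that Table S2 lists for vehicle under cell polarity (14) and lamellipodium assembly (11), chosen by the study on these samples and not independent evidence, were all lower.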

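Of 21 measured genes that FGF and the kinase ERK induce, 3 rose, 10 fell and 8 were not called (3 higher and 11 lower when adjusted over the list alone). The list was lower as a whole by camera (adjusted p = 0.0151; adjusted p = 0.453 with an estimated correlation). *DUSP4*, a phosphatase that ERK induces and that acts back on MAP kinases, fell from 74.8 ± 0.930 CPM to 22.2 ± 1.32 CPM (SD, n = 2; log2 fold change −1.75, standard error 0.059, adjusted p = 1.9e-26). The transcription factors *MYC* (log2 fold change −0.77, standard error 0.060, adjusted p = 3.6e-14) and *FOSL1* (−0.56) and the ERK inhibitor *SPRED2* (−0.69) also fell. *SPRY1* (0.57) and *SPRY2* (0.38), feedback inhibitors of receptor signaling to ERK, rose. The transcription factor *EGR1*, named here after its values were seen, rose more (0.72, adjusted p = 8.2e-08 from edgeR). The 11 genes that Table S2 lists for vehicle under cellular response to FGF stimulus, which the study chose on these samples and which are not independent evidence, were all lower.

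**Figure D3:**
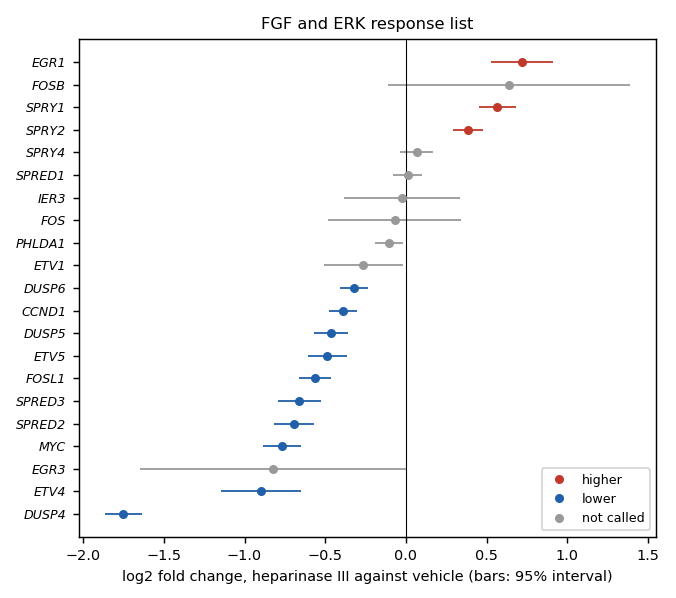
Log2 fold change (heparinase III relative to vehicle) of each measured member of the FGF and ERK response list, with 95% confidence intervals. DUSP4 lies lowest at −1.75, SPRY1 lies at 0.57, and EGR1 lies highest at 0.72.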

Not surprisingly, we observed a reduction in cellular response to fibroblast growth factor (FGF) stimulus following heparinase III treatment given the role HS plays in mediating FGF-cognate receptor interactions at the EC surface (Figure 4A) (Wang et al., 2004; Ferreras et al., 2012). We also found that heparinase III treatment reduced the expression of genes regulating PI3K/Akt, sphingolipid, and apelin signaling while enriching for forkhead box O (FoxO), platelet-derived growth factor receptor (PDGFR)/Ras, and tissue growth factor (TGF)-β signaling pathways (Figures 4A,B). 

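*APLN*, the apelin ligand, fell from 137 ± 6.09 CPM to 39.7 ± 1.97 CPM (SD, n = 2; adjusted p = 1.2e-28 from edgeR). *S1PR1*, a receptor for sphingosine-1-phosphate that stabilizes junctions (log2 fold change −0.36), and *SPNS2*, which exports sphingosine-1-phosphate (−0.46), fell as well. The receptor *S1PR3* (0.26) and the kinase subunit *PIK3CA* (0.37) rose. Of 21 measured genes of PI3K/Akt, apelin and sphingosine signaling, 3 rose, 5 fell and 13 were not called (3 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.581). Among FoxO targets, *ANGPT2* and *ESM1*, *SESN1* and *IRS2*, an adaptor of the insulin receptor (0.74), rose and the repressor *BCL6* (−0.30) fell. Of 18 measured FoxO targets, 7 rose, 1 fell and 10 were not called (7 higher and 1 lower when adjusted over the list alone). The list was not past the threshold by camera (adjusted p = 0.0847), nor with GC content offsets (0.144) or an estimated correlation (0.725). When a library was left out, the outcome at the threshold depended on which library it was. Among TGF-β targets of SMAD2/3, *CCN2*, a matricellular protein (0.70), and the ligand *TGFB2* (0.45) rose, while *SKIL*, a repressor of SMAD signaling (−0.27), and the cell cycle inhibitor *CDKN2B* (−0.24) fell. Of 15 measured, 5 rose, 3 fell and 7 were not called (6 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.531), beside the rise of 3 fibroblast and 4 smooth muscle and pericyte markers, which share *TAGLN* with this list. In Table S2 the genes listed for vehicle under PI3K-Akt (41), sphingolipid (19) and apelin signaling (21) were all lower, and those listed for heparinase III under FoxO (20), PDGF receptor (12), Ras (31) and TGF-beta signaling (20) all higher. It also lists 39 PI3K-Akt genes for heparinase III (the paper's FDR 0.0571, not under 0.05), all higher, and 29 Ras genes (the paper's FDR 0.0266) and 17 FoxO genes (the paper's FDR 0.0840, not under 0.05) for vehicle, all lower. The study chose these genes on these samples and reports *ANGPT2* and *ESM1* from them, so they are not independent evidence. DESeq2 did not call *TGFB2* (adjusted p = 0.0822) or *CDKN2B* (0.0732).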

Genes in pathways regulating angiogenesis were found to be differentially upregulated in both treatment groups without a clear signature pointing toward a shift from one predominant signaling axis toward another (Figure 4A). 

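Of 25 measured genes of the VEGF response and of tip cells, which lead new vessel sprouts, 5 rose, 11 fell and 9 were not called (5 higher and 11 lower when adjusted over the list alone). The list was lower as a whole by camera (adjusted p = 0.0191; adjusted p = 0.453 with an estimated correlation). *APLN* and *STC1* were among the most reduced genes, and *PGF*, a ligand of the VEGF receptor FLT1 (log2 fold change −1.10, standard error 0.052, adjusted p = 2.0e-21 from edgeR), and the protease *ADAMTS4* (−1.13) fell as well. *ESM1* and *PDGFB*, a growth factor that recruits pericytes (log2 fold change 0.78), rose. The list's adjusted p was 0.0507 with GC content offsets and 0.118 without vehicle replicate 2. Under angiogenesis, Table S2 lists 36 genes for heparinase III, all higher, and 51 for vehicle, all lower. The study reports these genes, and the list members *ANGPT2*, *ESM1* and *KDR*, from these same samples, so they are not independent evidence.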

Consistent with the reduced expression in flow-responsive genes discussed above, heparinase III treatment resulted in downregulation in the fluid shear stress response of ECs (Figure 4B). Together, these findings support that importance of HS expression for regulating mechanosensitive signaling pathways that control homeostatic EC functions.

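Of 18 measured genes of the response to laminar flow, 3 rose, 12 fell and 3 were not called (4 higher and 12 lower when adjusted over the list alone). The list was lower as a whole by camera (adjusted p = 0.0151; adjusted p = 0.453 with an estimated correlation), but not without vehicle replicate 2 (adjusted p = 0.0717). *PLPP3*, a lipid phosphatase that protects the endothelial barrier, fell from 139 ± 3.90 CPM to 73.7 ± 3.87 CPM (SD, n = 2; log2 fold change −0.92, standard error 0.048, adjusted p = 7.1e-20). *HMOX1*, an antioxidant enzyme, fell by 0.65 on the log2 scale, next to *THBD* and *NOS3*. *ASS1*, an enzyme that recycles citrulline to arginine, rose (log2 fold change 0.74, standard error 0.088, adjusted p = 4.3e-09), as did the cytochrome *CYP1B1* (0.25). Of the members, 5 are reported by the study from these same samples and are not independent evidence. All 31 genes that Table S2 lists for vehicle under fluid shear stress and atherosclerosis, which the study chose on these samples, were lower. From its findings together, the paper proposes that HS matters for mechanosensitive signaling that governs homeostatic functions of ECs.

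**Figure D4:**
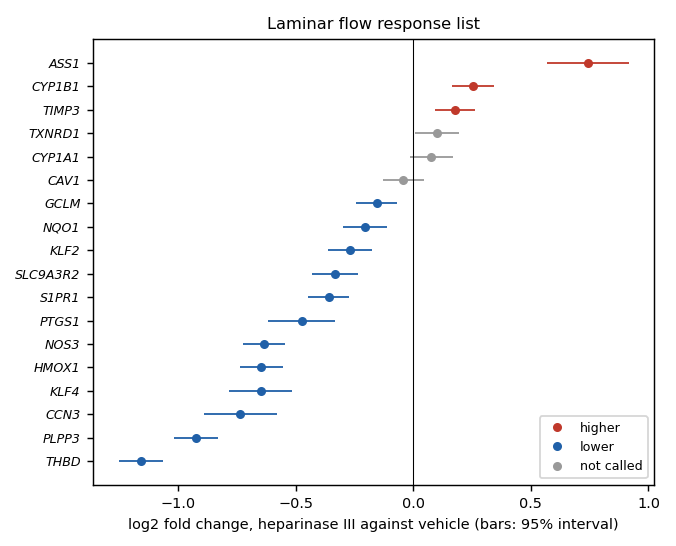
Log2 fold change (heparinase III relative to vehicle) of each measured member of the laminar flow list, with 95% confidence intervals. THBD lies lowest at −1.16, and ASS1 lies at 0.74.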

Finally, we interrogated the impact of HS cleavage on the expression of genes related to HS proteoglycan and glycosaminoglycan synthesis in effort to gain insight into how ECs may act to regenerate the eGC following injury. In an unbiased approach, we assessed various isoforms of genes associated with the biosynthesis of the most abundantly expressed HS proteoglycans and glycosaminoglycans within the eGC, including syndecan 1-4 (*SDC1-4*), glypican 1 (*GPC1*), hyaluronan (*HAS1-3*), HS/chondroitin sulfate linkage region tetrasaccharide (*XYLT1/2*; *β4GALT7*; *FAM20B*; *β3GALT6*; *β3GAT3*), chondroitin sulfate disaccharide polymerization (*CSGALNACT1-2*; *CHSY1-3*; *CHPF*), and HS disaccharide polymerization (*EXTL3*; *EXT1-2*) (Merry et al., 2022). Additionally, we evaluated transcriptional levels of hyaluronidases (*HYAL1-5*), glucuronic acid C5 epimerase (*GLCE*), preferential chondroitin sulfotransferases (*CHST3*,*7*,*11-13*,*15*; *UST*), preferential HS sulfotransferases (*NDST1-4*; *HS2ST1*; *HS3ST1-6*; *HS6ST1-3*), sulfatases (*SULF1-2*), and heparanase (*HPSE*) that are regulators of glycosaminoglycan structural modifications and sulfation expressed within the eGC (Mizumoto and Yamada, 2021; Merry et al., 2022). No transcripts were detected for *CHSY2*, *CHST13*, *NDST4*, *HS3ST4-6*, *HS6ST2*, *HYAL4*, or *HYAL5*, indicating that these isoforms were not abundantly expressed in the ECs used in our studies. 

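*HS6ST2*, *NDST4*, *HS3ST5* and *HS3ST6*, which encode HS sulfotransferases, and *HYAL4*, a hyaluronidase relative, had 0 counts in each of the 4 libraries. *CHST13*, a chondroitin sulfotransferase, had 2 counts in total and *HS3ST4* had 3. At this depth, a gene with 0 counts in a library may lie at up to 3 counts, or 0.0715 to 0.127 CPM, allowing for counting error only. For *HS3ST6*, 98.0% of the sequence also lies on an alternate contig of the assembly, where reads with more than 1 match were not counted. *CHSY2* is an older name of *CHPF*, which had 447 to 800 counts per library, and *HYAL5* matched no gene of the annotation.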

Thirteen genes associated with HS proteoglycan or glycosaminoglycan synthesis and sulfation in the eGC were significantly impacted by heparinase III treatment (Figure 5). 

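The genes changed span core proteins, chain synthesis, sulfation and cleavage. The largest changes were in *HS6ST3*, a 6-O-sulfotransferase that rose from 0.427 ± 0.119 CPM to 2.66 ± 0.192 CPM (SD, n = 2), *SDC4*, a core protein that carries HS, which fell from 19.5 ± 2.71 CPM to 9.92 ± 0.376 CPM, and *CHSY3*, a chondroitin synthase. *CHST15*, which sulfates chondroitin chains, fell from 82.4 ± 3.34 CPM to 44.7 ± 2.93 CPM (log2 fold change −0.88, standard error 0.054, adjusted p = 1.8e-17). All 13 genes of Figure 5 were called in the same direction by edgeR and by DESeq2 at its defaults. Over the 52 glycocalyx genes looked up, 45 had enough counts to be tested, and 7 rose, 12 fell and 26 were not called by edgeR (7 higher and 13 lower when adjusted over the list alone). The study chose the 13 genes on these samples, so their direction is not independent evidence.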

The remaining 33 genes were not impacted by HS cleavage (data not shown). 

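Of the other 32 genes tested, 6 were called by edgeR, and 0 by DESeq2 at its defaults, by which 3 had an unadjusted p under 0.05. *SDC2*, another core protein (log2 fold change 0.15, standard error 0.055, adjusted p = 0.0305), and the chondroitin synthase *CHSY1* (0.14) rose. The chondroitin sulfotransferases *CHST7* (−0.43), *CHST11* (−0.19) and *CHST3* (−0.15) and *B3GALT6*, an enzyme of the linkage region (−0.16), fell. These 6 genes were chosen after their values were seen, and the lists that follow also hold genes of Figure 5. Of 5 HS proteoglycan cores, 1 rose, 2 fell and 2 were not called (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.587). Of 6 enzymes of the linkage region, 0 rose, 1 fell and 5 were not called (0 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.848). Of 11 genes of chondroitin sulfate synthesis and sulfation, 3 rose, 4 fell and 4 were not called (3 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.892). Without vehicle replicate 2 the adjusted p was 0.190 for *SDC2*, 0.176 for *CHST11*, 0.222 for *CHST3* and 0.174 for *B3GALT6*, and without vehicle replicate 1 it was 0.223 for *CHSY1*, 0.0673 for *CHST3* and 0.0873 for *B3GALT6*. Without heparinase III replicate 1 it was 0.284 for *SDC2*, 0.0514 for *CHST11* and 0.135 for *B3GALT6*, and without heparinase III replicate 2 it was 0.186 for *CHSY1*, 0.116 for *CHST11*, 0.342 for *CHST3* and 0.133 for *B3GALT6*.

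**Figure D5:**
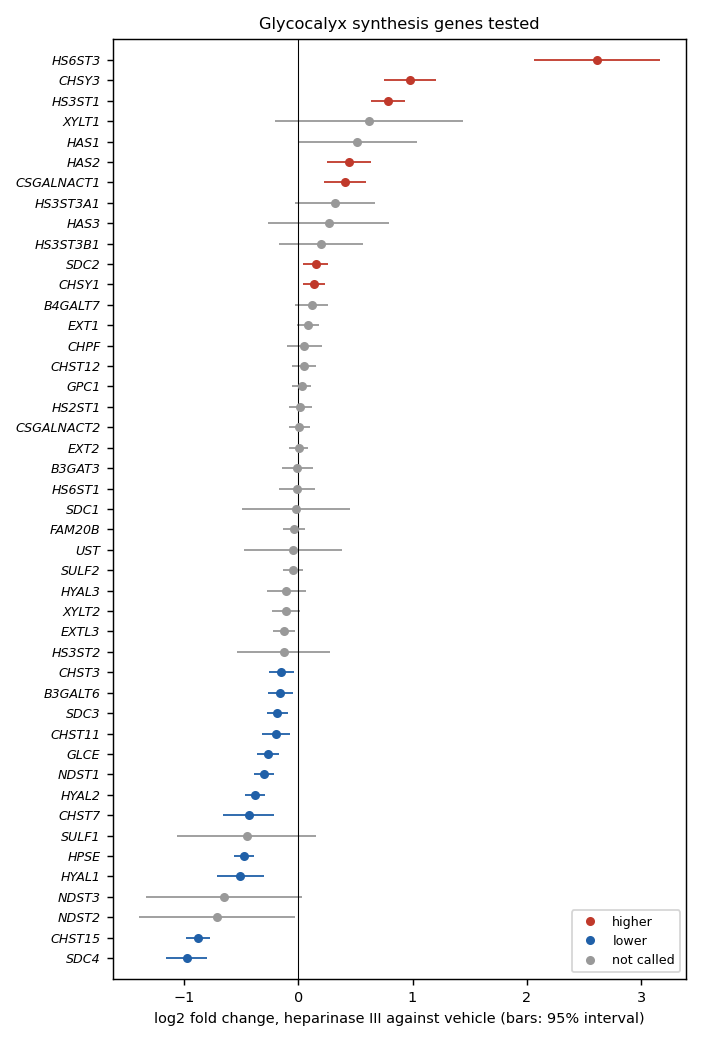
Log2 fold change (heparinase III relative to vehicle) of each of the 45 tested glycocalyx genes, with 95% confidence intervals. HS6ST3 lies highest at 2.61, and SDC4 lies lowest at −0.98.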

Notably, we observed downregulation of *SDC3* and *SDC4* following heparinase III treatment (Figure 5A), whereas genes involved in the synthesis of chondroitin sulfate (*CHSY3* and *CSGALNACT1*) and hyaluronan (*HAS2*) were upregulated (Figures 5B,C). Moreover, we found that heparinase III treatment resulted in a downregulation in *NDST1* and *GLCE* expression with upregulation in *HS3ST1* and *HS6ST3* expression (Figure 5D). 

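*SDC4* had a log2 fold change of −0.98 (standard error 0.091, adjusted p = 5.9e-12 from edgeR). *SDC3* fell from 112 ± 1.34 CPM to 98.4 ± 3.00 CPM (SD, n = 2; log2 fold change −0.18, standard error 0.047, adjusted p = 0.00218). *CHSY3* rose from 5.15 ± 0.304 CPM to 10.2 ± 0.241 CPM (log2 fold change 0.98, standard error 0.11, adjusted p = 2.7e-09), and *CSGALNACT1*, which starts chondroitin sulfate chains, from 12.3 ± 0.105 CPM to 16.1 ± 2.59 CPM (log2 fold change 0.41, standard error 0.093, adjusted p = 6.0e-04). *HAS2*, the main hyaluronan synthase of these cells, rose from 8.53 ± 0.838 CPM to 11.7 ± 0.134 CPM (log2 fold change 0.45, standard error 0.10, adjusted p = 4.9e-04). *SDC3* was not called with GC content offsets (adjusted p = 0.178) or without heparinase III replicate 1 (0.0517), nor *CSGALNACT1* without heparinase III replicate 2 (0.139).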

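*NDST1*, which starts the sulfation of HS chains, fell from 185 ± 11.1 CPM to 150 ± 1.92 CPM (SD, n = 2; log2 fold change −0.30, standard error 0.046, adjusted p = 1.0e-06). *GLCE*, the epimerase that makes iduronic acid, fell from 94.1 ± 4.51 CPM to 78.3 ± 0.875 CPM (log2 fold change −0.26, standard error 0.049, adjusted p = 3.5e-05). *HS3ST1*, a 3-O-sulfotransferase that makes antithrombin-binding HS, rose from 15.6 ± 0.561 CPM to 26.9 ± 0.650 CPM (log2 fold change 0.79, standard error 0.074, adjusted p = 8.2e-12). *HS6ST3* rose from a low level, at 8 to 14 counts per vehicle library and 75 to 118 per heparinase III library (log2 fold change 2.61, standard error 0.28, adjusted p = 3.4e-10). Of 17 measured genes of HS polymerization and modification, 2 rose, 3 fell and 12 were not called (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.682).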

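*HPSE*, the heparanase that cuts HS chains, fell from 169 ± 1.25 CPM to 122 ± 2.72 CPM (SD, n = 2; log2 fold change −0.47, standard error 0.045, adjusted p = 1.1e-11). *HYAL2*, a hyaluronidase anchored at the cell surface, fell from 1380 ± 18.4 CPM to 1063 ± 38.4 CPM (log2 fold change −0.38, standard error 0.046, adjusted p = 9.3e-09), and *HYAL1*, which acts in lysosomes, from 10.6 ± 0.572 CPM to 7.51 ± 0.507 CPM (log2 fold change −0.51, standard error 0.10, adjusted p = 1.6e-04). *SULF2*, which removes 6-O-sulfate from HS outside the cell, had a log2 fold change of −0.045 (95% confidence interval −0.13 to 0.040, adjusted p = 0.490). For *SULF1*, at 20 to 35 counts per library, it was −0.45 (95% confidence interval −1.06 to 0.16, adjusted p = 0.303), an interval that does not exclude a decrease as large as that of *HPSE*. Of 6 measured genes of hyaluronan synthesis and degradation, 1 rose, 2 fell and 3 were not called (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.844).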

Finally, we observed that heparinase III treatment resulted in a reduction in *HYAL1*, *HYAL2*, and *HPSE* expression (Figures 5B,D) without any change in *SULF1 or SULF2* expression (data not shown). 

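Changes were also measured in proteoglycans and enzymes that section 3.6 does not name. *NRP1*, a coreceptor of VEGF that can carry glycosaminoglycan chains, rose from 313 ± 12.0 CPM to 398 ± 18.2 CPM (SD, n = 2; log2 fold change 0.35, standard error 0.045, adjusted p = 2.9e-08). *VCAN*, a large chondroitin sulfate proteoglycan, rose from 29.2 ± 2.02 CPM to 36.6 ± 1.03 CPM (log2 fold change 0.33, standard error 0.064, adjusted p = 5.6e-05). *MMP14*, a membrane-bound protease, fell from 685 ± 8.33 CPM to 532 ± 3.57 CPM (log2 fold change −0.37, standard error 0.044, adjusted p = 6.7e-09). Of 25 measured genes of this list, 7 rose, 4 fell and 14 were not called (8 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.531).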

Overall, these data reflect changes in the eGC biosynthetic machinery in response to HS cleavage that may indicate compensatory eGC repair mechanisms following injury.

**FIGURE 5:**
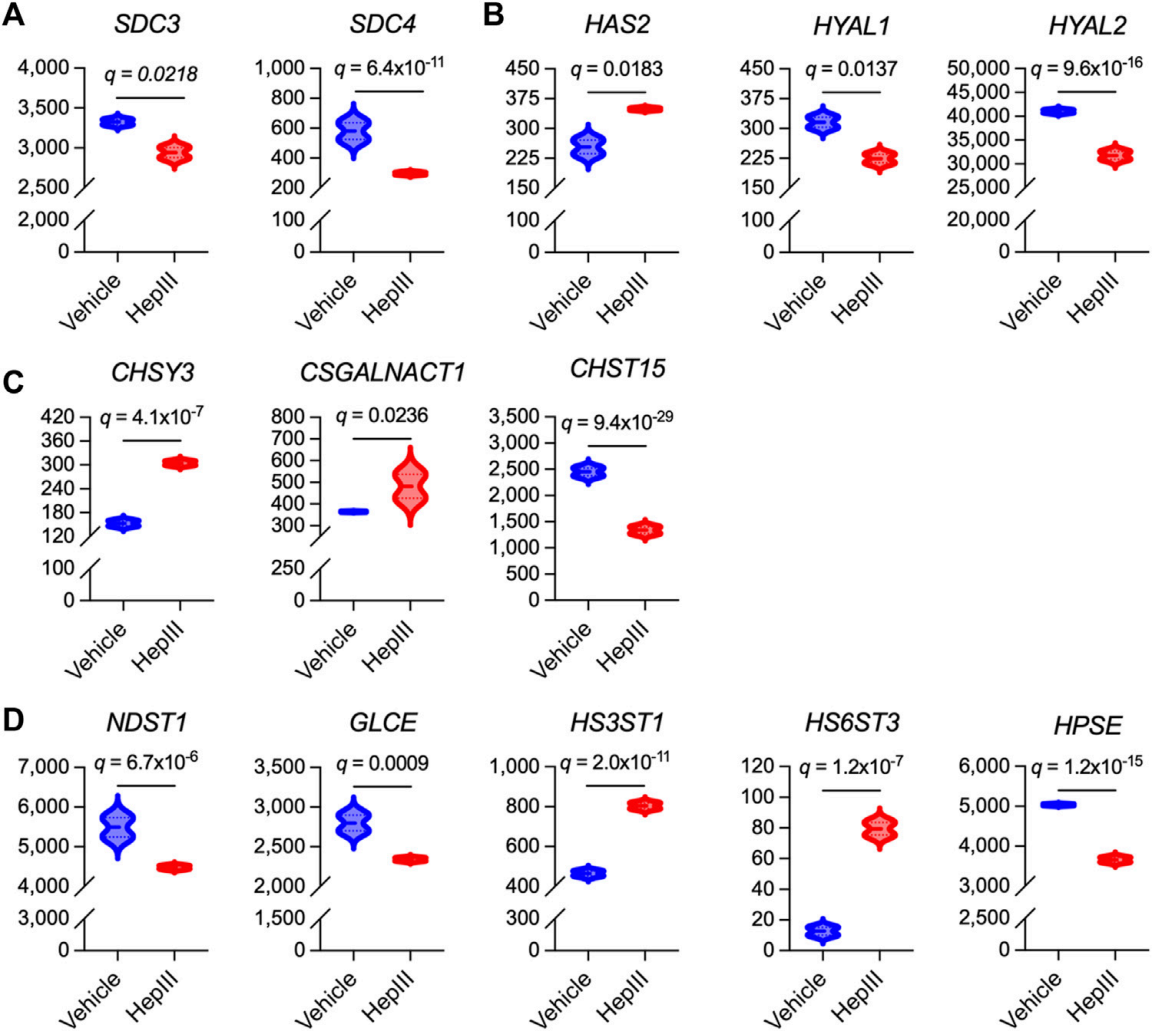
Differentially expressed genes that govern synthesis of heparan sulfate proteoglycans and glycosaminoglycans in flow conditioned (15 dyn/cm^2^ for 48 h) primary human lung microvascular endothelial cells treated for 6 h with vehicle or heparinase III (HepIII, 500 mU/mL) while remaining under shear stress (*n* = 4 biological replicates per condition; two replicates were pooled to generate two samples per condition for RNAseq). **(A)** Of the heparan sulfate proteoglycans found in the vascular endothelial apical glycocalyx, expression of syndecan 3 (*SDC3*) and *SDC4* were downregulated by heparinase III treatment. **(B)** Of the enzymes regulating hyaluronan expression in the endothelial glycocalyx, hyaluronan synthase isoform 2 (*HAS2*) was upregulated while hyaluronidases 1 and 2 (*HYAL1*,*2*) were downregulated by heparinase III treatment. **(C)** Of the enzymes that synthesize chondroitin sulfate expressed in the endothelial glycocalyx (commonly observed in SDC1 and SDC3) and that modify its sulfation, chondroitin sulfate synthase isoform 3 (*CHSY3*) and chondroitin sulfate *N*-acetylgalactosaminylsulfotransferase isoform 1 (*CSGALNACT1*) were upregulated while carbohydrate sulfotransferase isoform 15 (*CHST15*, catalyzing 6-*O*-sulfation of 4-*O*-sulfated *N*-acetylgalactosamine in chondroitin sulfate disaccharides) was downregulated following heparinase III treatment. **(D)** Of the enzymes that synthesize and modify heparan sulfate expressed in the endothelial glycocalyx, expression of *N*-deacetylase/*N*-sulfotransferase isoform 1 (*NDST1*) and glucuronic acid C5-epimerase (*GLCE*) (which also contributes to glucuronic acid epimerization to iduronic acid in chondroitin sulfate) were downregulated while heparan sulfate 3-*O*-sulfotransferase isoform 1 (*HS3ST1*) and heparan sulfate 6-*O*-sulfotransferase isoform 3 (*HS6ST3*) were upregulated following heparinase III treatment. We also found that heparinase III treatment suppressed heparanase (*HPSE*) expression. False discovery rate (FDR)-adjusted *p* values (FDR *q* values) are presented.

## 4 Discussion

The impact of traumatic injury and the resultant systemic inflammatory response on eGC integrity and EC health is inherently challenging to characterize and thus remains incompletely understood. We sought to fill key knowledge gaps in how HS is damaged and/or modified in the setting of trauma and parse out how HS injury may promote pathologic EC activation. Our findings suggest that severe trauma promotes an increase in heparanase activity in circulation with a concomitant increase in circulating levels of HS. Moreover, we observed that HS circulating in traumatically injured adults contains significantly less 3-*O*-sulfated *N*-sulfo glucosamine residues. Shed HS levels correlated with later elevations in plasma levels of Angpt-2, consistent with our *in vitro* observation of heparinase III treatment resulting in upregulation in *ANGPT2* expression. Finally, our *in vitro* findings highlight the impact of HS cleavage from the eGC surface on downstream EC biological pathways and genes regulating eGC expression, which could have implications for aberrant mechanisms of vascular endotheliopathy following trauma.

This is the first study to characterize HS sulfation in traumatically injured adults. We found that trauma resulted in a reduction in the level of the HS tetrasaccharides tetra-2 (ΔUA-GlcNS6S-GlcA-GlcNS3S6S) and tetra-4 (ΔUA-GlcNS-IdoA2S-GlcNS3S), suggesting a lower abundance of 3-*O*-sulfated *N*-sulfo glucosamine residues in HS polysaccharide chains in the eGC. This decrease in the relative quantity of 3-*O*-sulfated HS tetrasaccharides in trauma plasma was concomitant with an increase in the relative abundance of ΔIIIS (ΔUA2S-GlcNS) and ΔIIS (ΔUA-GlcNS6S) HS disaccharides. Presence of 3-*O*-sulfation in the reducing glucosamine residue renders HS tetrasaccharides resistant to hydrolysis by bacterial heparin lyases I, II used in the sample processing procedure prior to LC-MS/MS analysis (Yamada et al., 1993; Chen et al., 2017; Dhurandhare et al., 2020). Thus, with a reduction in 3-*O*-sulfation in tetra-2 and tetra-4 within a HS polysaccharide, heparin lyases are more effective at digesting HS tetrasaccharides into disaccharides, potentially explaining the concurrent rise in ΔIIIS and ΔIIS expression in our trauma specimens. Alternatively, the observed increase in *N*-sulfated HS disaccharides may reflect the pathophysiologic effect of trauma-induced eGC damage that is shared with other systemic insults, such as sepsis, in which circulating *N*-sulfated HS fragments are associated with lung injury and mechanistically contribute to neurocognitive impairments (Schmidt et al., 2014; Hippensteel et al., 2019). Further studies are warranted to interrogate the bioactivity of circulating HS fragments observed in our trauma population and their potential to pathologically activate the vascular endothelium systemically and drive adverse outcomes.

Despite these novel findings, the mechanism(s) driving the loss of HS 3-*O*-sulfation in traumatically injured adults remains unclear. Currently, there are no known extracellular sulfatases with activity on 3-*O*-sulfated *N*-sulfo glucosamine residues, making it much less likely that 3-*O*-sulfation is lost outside of the EC. We speculate that traumatic injury or the resultant systemic inflammatory response may result in a reduction in HS 3-*O*-sulfotransferase expression/activity in EC Golgi and/or increased arylsulfatase G activity, which is responsible for intracellular degradation of 3-*O*-sulfate domains. Reduced circulating levels of 3-*O*-sulfated tetramers observed in our trauma cohort may also reflect resistance of this structure to cleavage by heparanase resulting in preservation of 3-*O*-sulfated HS expression at the EC surface. Finally, decreased plasma levels of HS with 3-*O* sulfation may be related to coagulation derangements caused by traumatic injury that result in sequestering of HS by antithrombin (HajMohammadi et al., 2003; Arnold et al., 2023; Vidaurre et al., 2023). Under physiologic conditions, HS 3-*O*-sulfated domains are required for antithrombin binding to the eGC and for its anticoagulant and anti-inflammatory activities. As antithrombin is known to be internalized by ECs and shuttled to the basement membrane (van Iwaarden et al., 1989), internalization of the HS-antithrombin complex could contribute to the reduction in circulating 3-*O*-sulfated HS observed in our study. A similar mechanism was recently reported Ferreira et al. (Ferreira et al., 2022) whereby 3-*O*-sulfated HS was shown to contribute to cellular internalization of tau protein aggregates and tau-related pathophysiology. In light of our findings, further investigation into how these novel facets of eGC pathobiology may relate to antithrombin binding and trauma-related thromboinflammation is needed.

Our findings support a mechanism by which traumatic injury promotes an increase in heparanase activity that results in shedding of eGC HS in a manner proportional to injury severity. Rahbar et al. (Rahbar et al., 2015) reported similar associations between plasma HS levels and injury severity, and hemorrhagic shock has been shown to increase HS shedding after polytrauma (Halbgebauer et al., 2018). In the current analysis, total HS levels did not correlate with measures of shock severity; however, the enrollment criterion of subjects with suspected hemorrhagic shock and the relatively low sample size of our trauma cohort may have obfuscated any potential correlation between shock severity and HS level. We did find that structural modifications to HS correlated with shock index and serum lactate. More specifically, we observed that relative abundance of unsulfated (ΔIVA) HS disaccharides increased while expression of the 3-*O*-sulfated tetra-4 decreased in accordance with the severity of hemorrhagic shock. The increased abundance of tetra-1 (△UA-GlcNAc6S-GlcA-GlcNS3S6S) levels in trauma subjects 24 h following hospital admission was related to an increased level of tetra-1 in subjects who suffered penetrating injuries. Moreover, we observed an inverse correlation between 24-h levels of tetra-1 and 24-h INR or lactate levels in subjects who suffered penetrating injuries. In our previous report (Uhlich et al., 2020), we found that subjects who suffered blunt injuries manifested higher circulating levels of Angpt-2 relative to subjects who suffered penetrating injuries, suggesting greater systemic vascular EC activation with blunt injury mechanisms. In the present study, we found that tetra-1 expression remained low 24 h after hospitalization in subjects who suffered blunt injury. Therefore, we postulate that the inverse correlation between tetra-1 levels and INR/lactate at 24 h in subjects who suffered penetrating injury is directly related to the degree of ongoing vascular EC activation at the time of the blood sample collection. Stated differently, increased tetra-1 in circulating HS may represent eGC recovery in trauma subjects, perhaps through a compensatory increase in HS3ST1 activity (Wang et al., 2023). Ultimately, clinical associations observed in this study require validation in a larger trauma population and over a more extended period of time.

We previously reported that plasma levels of Angpt-2, indicative of pathologic EC activation, were associated with injury and shock severity, coagulation derangements, and worse clinical outcomes (Uhlich et al., 2020). In clinical studies and in *in vivo* models of sepsis, we have shown that elevation in circulating levels of HS precedes elevation in Angpt-2 levels; moreover, we observed that removal of HS from the eGC of HLMVEC promoted the upregulation in FoxO1 signaling to promote Angpt-2 upregulation (Richter et al., 2022a). In our current analysis, we observed modest, yet significant correlations between sulfation-specific HS measured in trauma samples at hospital arrival and previously measured 24-h Angpt-2 levels. This temporal relationship between HS cleavage and Angpt-2 expression is in agreement with our prior findings in sepsis (Richter et al., 2022a) and supports a mechanism by which HS cleavage may promote the production and secretion of Angpt-2 following traumatic injury that may further drive vascular permeability and ongoing pathological EC activation.

We leveraged an *in vitro* model of flow conditioned, primary HLMVEC to determine the impact that HS shedding has on the EC transcriptome that may provide insights into the vascular pathobiology observed with trauma. In flow conditioned HLMVEC treated with heparinase III, we confirmed the upregulation of *ANGPT2* and observed that other markers of pathologic EC activation, namely endocan and thrombospondin, were similarly upregulated. Conversely, we found that the expression of common markers of EC homeostasis (Krüppel-like factor 2 and 4, endothelial nitric oxide synthase, and solute carrier family 9 isoform A3 regulatory factor 2) (Bhattacharya et al., 2012; Ajami et al., 2017; Bu et al., 2022) were downregulated following heparinase III, suggesting that HS cleavage from the eGC promotes pathologic signaling in ECs as observed in conditions of altered hemodynamic shear stress, such as hemorrhagic shock (Chalkias, 2023).

Pathway analysis of transcriptomic changes following heparinase III treatment confirmed the specific gene signatures expressed above. We found that ECs manifested a reduction in pathways promoting homeostatic cell senescence with concomitant enrichment for pathways promoting cell division and proliferation after heparinase III treatment. Furthermore, HS shedding resulted in downregulation of pathways that maintain cell-cell junction integrity and cell polarity. Together, these data suggest that HS shedding from the eGC of flow conditioned ECs activates the endothelium to become less quiescent, loosen cell-cell junctions, and initiate proliferation. Translated to the setting of trauma, these findings may point to a mechanism by which HS shedding from the eGC promotes a leaky, less stable vascular endothelial barrier.

Finally, we observed that many genes regulating eGC HS proteoglycan and glycosaminoglycan expression were impacted by heparinase III treatment. HS cleavage led to an upregulation in genes associated with chondroitin sulfate (*CHYS3* and *CSGALNACT1*) and hyaluronan (*HAS2*) synthesis concomitantly with a suppression of sheddase genes (*HYAL1*, *HYAL2*), which together could reflect a compensatory response by EC to preserve non-HS glycosaminoglycan expression in the eGC. Moreover, transcriptional changes in *CHST15*, *NDST1*, *HS3ST1*, *HS6ST3* may indicate the impact of loss of HS expression on sulfation modifications to chondroitin sulfate and HS, whereas the observed decrease in *GLCE* may reflect HS polysaccharide chains enriched with glucuronic acid residues. We acknowledge that the endotheliopathy of trauma involves a much more complex pathophysiology than is presented in the current experimental model, limiting our ability to directly compare our *in vitro* and human datasets. However, our findings provide some insight into the EC response that may govern repair mechanisms after eGC injury, and future studies are warranted to uncover how these observed transcriptional changes correspond with the actual expression of a repaired eGC and the implications on EC biologic processes.

This study has important limitations. The relatively small sample size of a specific trauma population (suspected hemorrhagic shock) from a single center limits external validity. We cannot definitively conclude that the HS we measured in plasma represents free HS; it is possible that the HS measured with ELISA was linked to freely circulating proteoglycans or HS on the surface of circulating extracellular vesicles. We also cannot state with certainty that the HS and other markers of eGC damage we measured originated uniquely from the eGC or that HS modifications determined by LC-MS/MS are specific to the eGC. The level of ΔIVS (ΔUA-GlcNS) HS disaccharides could not be reliably determined with our methodology given the use of a ^13^C-labeled HS 10-mer calibrant containing ΔUA-GlcNS subunits to determine the level of tetra-5 (ΔUA2S-GlcNS-IdoAS-GlcNS3S). We acknowledge that the caliber of pulmonary microvascular shear stress is not firmly established and may be different than the shear stress applied in our *in vitro* model system. A shear stress of 15 dyn/cm^2^ was chosen for our studies based on reported levels for other microvascular beds (Lipowsky et al., 1978; Mairey et al., 2006; Koutsiaris et al., 2007; Adamson et al., 2013). Heparinase III activity on HS polymers does not precisely mimic mammalian heparanase; compared with heparinase III, heparanase cleaves more selectively and often generates HS fragments 5–7 kDa in size. Finally, RNA data are not complemented with protein level data from the *in vitro* model or gene expression data from *in vivo* samples. Thus, results from our *in vitro* work remain hypothesis-generating and require both *in vitro* proteomic validation in addition to validation using *in vivo* models, both of which are planned in future work.

In summary, we identified that HS is cleaved and structurally modified following traumatic injury in association with persistent endothelial activation. Our *in vitro* findings provide new insights into how HS cleavage associated with eGC injury may disrupt homeostatic signaling pathways and influence biosynthetic mechanisms that govern eGC repair. Continued investigation into the role of HS glycobiology in the endotheliopathy of trauma is warranted and may uncover novel therapeutic approaches for restoring vascular integrity and homeostasis following traumatic injury.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Trauma promotes heparan sulfate modifications and cleavage that disrupt homeostatic gene expression in microvascular endothelial cells
**Source:** Front Cell Dev Biol. 2024 Jul 24;12:1390794. doi: 10.3389/fcell.2024.1390794
**Supplement:** Supplementary file 2

Supplementary Material

**Trauma Promotes Heparan Sulfate Modifications and Cleavage That Disrupt Homeostatic Endothelial Cell Gene Expression**

Robert Richter, James Odum, Camilla Margaroli, Jessica Cardenas, Lei Zheng, Kaushlendra Tripathi, Zhangjie Wang, Katelyn Arnold, Ralph Sanderson, Jian Liu, Jillian Richter*

# Supplementary Methods

## Heparanase Activity Assay

Five microliters of plasma per subject were added to a single well of a 384-well low volume assay plate (white color, flat bottom; 6008280, Revvity, Waltham, MA, United States). As negative and positive controls, 0 or 5 ng of recombinant human heparanase (HPSE) (Enz-1032, ProSpec-Tany TechnoGene, Ness-Ziona, Israel) were added to wells in triplicate, respectively. The working concentration of recombinant human HPSE positive control was 0.5 µg/mL in Tris HCl 50 mM, NaCl 0.15 M, protease free BSA 0.1%, CHAPS 0.1%, pH 7.4. The HPSE buffer without enzyme served as the negative control. Plasma samples and controls were incubated with 5 uL per well of biotinylated heparan sulfate (HS) substrate labeled with europium cryptate (working concentration 0.8 ng/uL in sodium acetate buffer 0.2 M, pH 5.5; 61BHSKAA, Cisbio, Bedford, MA, United States) for 1 hour at 37°C. Next, 10 uL of XL665-labeled streptavidin (working concentration 1 µg/mL in ultrapure water; 610SAXLF, Cisbio) was added to each well and incubated for 30 minutes at room temperature. Time resolved fluorescence was measured with an excitation wavelength (λ) of 337 nm, emission λ_1_ of 620 nm, and emission λ_2_ of 665 nm (time delay, 50 µs; integration time, 400 µs). For each sample or control well, normalized fluorescence intensity was determined as the ratio of emission reading at 665 divided by the reading at 620. Percent HPSE activity was calculated as [(negative control fluorescence – sample fluorescence)/(negative control fluorescence – positive control fluorescence)]x100%.

## Heparan Sulfate Di-/Tetrasaccharide Analysis

### Plasma Sample Preparation

Two hundred microliters of plasma was incubated with 0.8 mL methanol at room temperature for 10 minutes followed by centrifugation at 14,000 rcf for 10 minutes at room temperature. The pellet was incubated with pronase E (HY-114158, MedChemExpress, Monmouth Junction, NJ, United States) (10 mg pronase E:1 g pellet) at 55˚C for 24 hours. Pronase-plasma peptidoglycan admixture was boiled at 100˚C for 10 minutes followed by centrifugation at 14,000 rcf for 10 minutes at room temperature. Ninety nanograms of the recovery calibrant ^13^C-labeled *N*-sulfo heparosan was added to the supernatant before subjecting supernatant to ion exchange chromatography. Supernatant was passed through a custom made ion exchange column (1mL syringe column (309659, Becton, Dickinson and Company, Franklin Lakes, NJ, United States) loaded with 250 uL DEAE Sepharose Fast Flow resin (17070910, Cytiva, Marlborough, MA, United States) bed volume over a 1/16 inch fitted frit). After loading the supernatant, the column was washed with 1.5 mL mobile phase A, followed by 1.5 mL mobile phase B to elute the HS fraction. Mobile phase A consisted of 20 mM Tris, pH 7.5 and 50 mM NaCl, and mobile phase B consisted of 20 mM Tris, pH 7.5 and 1 M NaCl.

Sample elute was transferred to a 3kDa MWCO spin column (UFC500396, MilliporeSigma, Burlington, MA, United States) and centrifuged at 14,000 rcf for 15 minutes at room temperature. The retentate was kept in the 3kDa MWCO column and washed three times with 200 uL of deionized water at 14,000 rcf for 15 minutes at room temperature to desalt the elute. After the desalting procedure, 500 ng of each ^13^C-labeled 3-*O*-sulfation oligosaccharide calibrant (see below) was added to the retentate within the 3kDa MWCO column, and 100 uL heparin lyase digestion solution were added to the retentate-calibrant admixture. The digestion solution contained 7.5 μL enzymatic buffer (100 mM sodium acetate, 2 mM calcium acetate buffer (pH 7.0) containing 0.1 g/L BSA), 1.25 μL heparin lyase I (2.49 mg/mL), 2.5 μL heparin lyase II (13.6 mg/mL), and 88.75 μL deionized H_2_O. Heparin lyase I and II were generated as recombinant enzymes from *Escherichia coli* and purified using a nickel-agarose column. The reaction solution was incubated at 37°C for 5 hours. Before recovering the digests from the digestion solution, ^13^C-labeled non-3-*O*-sulfated disaccharide calibrants (∆IS: 80 ng, ∆IIS: 80 ng, ∆IIIS: 40 ng, ∆IVS: 80 ng, ∆IA: 40 ng, ∆IIA: 80 ng, ∆IIIA: 40 ng, and ∆IVA: 250 ng) were added to the digestion solution. The HS disaccharides and tetrasaccharides were recovered by centrifugation (14,000 rcf for 15 minutes at room temperature), and the filter unit was washed twice with 200 μL of deionized water (14,000 rcf for 15 minutes at room temperature). The collected filtrates were freeze-dried before the 2-aminoacridone (AMAC) derivatization (see below).

The structure of the five ^13^C-labeled 3-*O*-sulfated oligosaccharide calibrants used for the analysis of 3-*O*-sulfated tetrasaccharides included: oligo 1, GlcNAc-GlcA-GlcNAc6S-GlcA*-GlcNS3S6S-IdoA2S*-GlcNS6S-GlcA-pNP; oligo 2, GlcNAc-GlcA-GlcNS6S-GlcA*-GlcNS3S6S-IdoA2S-GlcNS6S-GlcA-pNP; oligo 3, GlcNS6S-GlcA*-GlcNS6S-IdoA2S*-GlcNS3S6S-IdoA2S*-GlcNS6S-GlcA-pNP; oligo 4, GlcNS-GlcA-GlcNS-IdoA2S*-GlcNS3S-IdoA2S-GlcNS-GlcA-pNP; and oligo 5, GlcNAc-GlcA-GlcNS-IdoA2S*-GlcNS-IdoA2S-GlcNS3S-IdoA2S-GlcNS-GlcA-pNP. The structure of the eight ^13^C-labeled HS disaccharide calibrants used for the analysis of non 3-*O*-sulfated HS subunits included: ∆IVA, IdoA*-GlcNAc; ∆IIA, IdoA*-GlcNAc6S; ∆IVS, IdoA*-GlcNS; ∆IIS, IdoA*-GlcNS6S; ∆IIIA, IdoA2S*-GlcNAc; ∆IA, IdoA2S*-GlcNAc6S; ∆IIIS, IdoA2S*-GlcNS; and ∆IS, IdoA2S*-GlcNS6S. Starred sugars represent ^13^C-labeled residues.

### Chemical Derivatization of HS Disaccharides and Tetrasaccharides

Five microliters of 0.1 M AMAC solution (06627, Sigma-Aldrich, St. Louis, MO, United States) in DMSO/glacial acetic acid (17:3, v/v) was added to lyophilized samples and incubated at room temperature for 15 minutes. Then, 5 μL of 1 M aqueous sodium cyanoborohydride (087839-06, ThermoFisher Scientific, Waltham, MA, United States) (freshly prepared) was added to this solution and incubated at 45°C for 2 hours. After incubation, the reaction solution was centrifuged (14,000 rcf for 15 minutes at room temperature), and the supernatant was subjected to LC-MS/MS analysis.

### LC-MS/MS Analysis

The analysis of AMAC-labeled HS was performed on a Vanquish Flex UHPLC System (Thermo Fisher Scientific) coupled with TSQ Fortis triple-quadrupole mass spectrometry (MS) as the detector. The ACQUITY Glycan BEH Amide column (1.7 μm, 2.1 × 150 mm; Waters, Ireland, UK) was used to separate di-/tetrasaccharides at 60°C. Mobile phase A was 50 mM ammonium formate in water, pH 4.4. Mobile phase B was acetonitrile. The elution gradient was as follows: 0-15 minutes 83-70% B, 15-30 minutes 70-50% B, 30-35 minutes 50% B, 35-45 minutes 83% B. Flow rate was 0.3 mL/minute. On-line triple-quadrupole MS operating in the multiple reaction monitoring mode was used as the detector. The electrospray ionization-MS analysis was operated in the negative-ion mode using the following parameters: Neg ion spray voltage, 3.0 kV; sheath gas, 55 Arb; aux gas, 25 Arb; ion transfer tube temperature, 250°C; and vaporizer temp, 400°C. TraceFinder software was used for data processing. HS amount was determined by comparing the peak area of native di-/tetrasaccharides to each di-/tetrasaccharide calibrant, and the recovery yield was calculated based on a comparison of the amount of recovery calibrant disaccharide in the samples and control, respectively.

## Cell Culture and Laminar Flow Model

Primary human lung microvascular endothelial cells (HLMVEC) (passage 4, S540-05a, Cell Applications, San Diego, CA, United States) were seeded to confluence (250,000 cells) in single-channel Luer µ-slides (80176, Ibidi GmbH, Gräfelfing, Germany) pre-coated with attachment factor solution (123-500, Cell Applications) and maintained in microvascular endothelial cell growth medium (111-500, Cell Applications). After overnight incubation at 37°C, 5% CO_2_, cell media were exchanged with fresh, warmed (37°C) cell medium, and 4 channel slides were connected into a single, parallel, closed-loop flow system. Unidirectional, laminar flow of culture medium was initiated and maintained using a BPSi30 centrifugal pump (Levitronix Technologies, Framingham, MA, United States) controlled by a LabVIEW program (National Instruments, Austin, TX, United States) to apply 15 dynes/cm^2^ shear stress across the HLMVEC. After 48 hours of flow conditioning under, PBS (vehicle) or heparinase III (500 mU/mL) (P0737L, New England Biolabs, Ipswich, MA, United States) was injected into the flow system and permitted to circulate for 6 hours prior to RNA harvest. To generate a final concentration of heparinase III 500 mU/mL, 0.5 mL of media was removed from the 35 mL circuit volume and replaced with 0.5 mL of heparinase III 35 U/mL in 1X phosphate buffered saline.

# Supplementary Figures and Tables

## Supplementary Figures

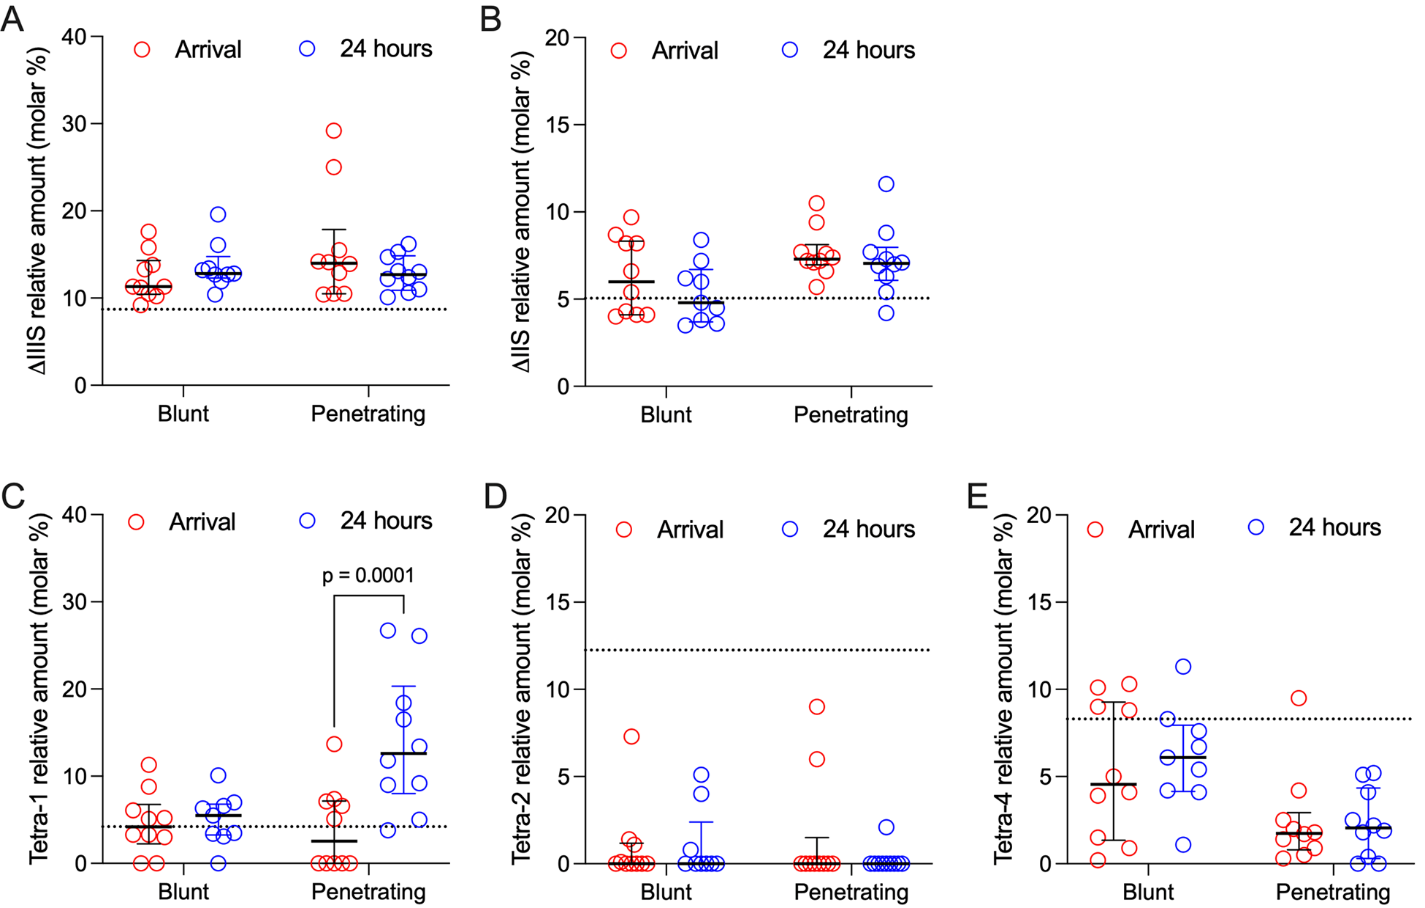

**Figure S1**. Associations between trauma mechanism and heparan sulfate di-/tetrasaccharide levels within the trauma cohort. Only those heparan sulfate disaccharides or tetrasaccharides that were significantly different between controls and trauma subjects or within the trauma cohort are displayed: **(A)** ΔIII (ΔUA2S-GlcNS), **(B)** ΔII (ΔUA-GlcNS6S), **(C)** tetra-1 (△UA-GlcNAc6S-GlcA-GlcNS3S6S), **(D)** tetra-2 (△UA-GlcNS6S-GlcA-GlcNS3S6S), **(E)** tetra-4 (△UA-GlcNS-IdoA2S-GlcNS3S). Data are presented as median (interquartile range). Statistical comparisons were performed using the Mann-Whitney *U* test. The dotted line represents median levels of healthy control subjects.

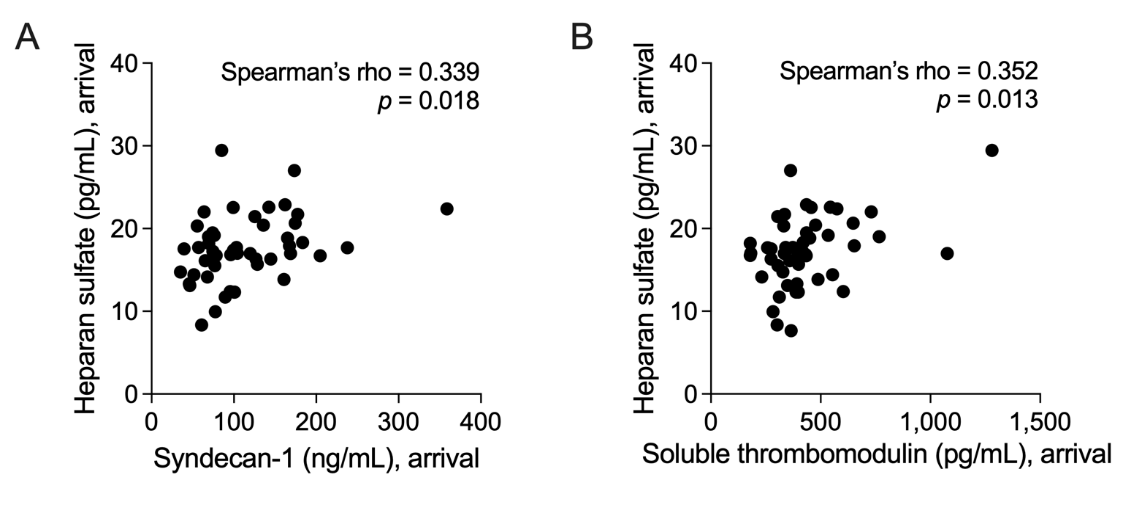

**Figure S2**. Spearman’s rank correlations between plasma levels of heparan sulfate at hospital arrival and plasma levels of syndecan-1 (n = 48 trauma subjects) and soluble thrombomodulin (n = 49 trauma subjects).

**
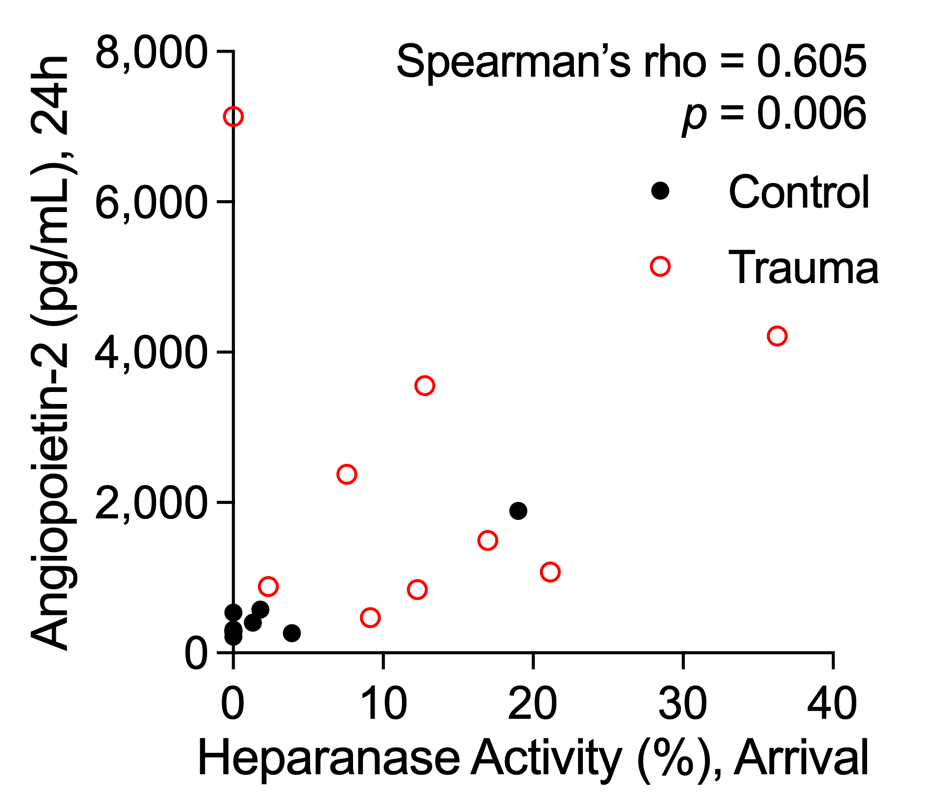
**

**Figure S3**. Spearman’s rank correlation between plasma levels of heparanase activity at hospital arrival and 24-hour angiopoietin-2 levels (n = 10 controls, n = 9 trauma subjects). Plasma levels of angiopoietin-2 in control subjects were assumed to be the same 24 hours after sample collection and thus were considered as a control for 24-hour angiopoietin levels.

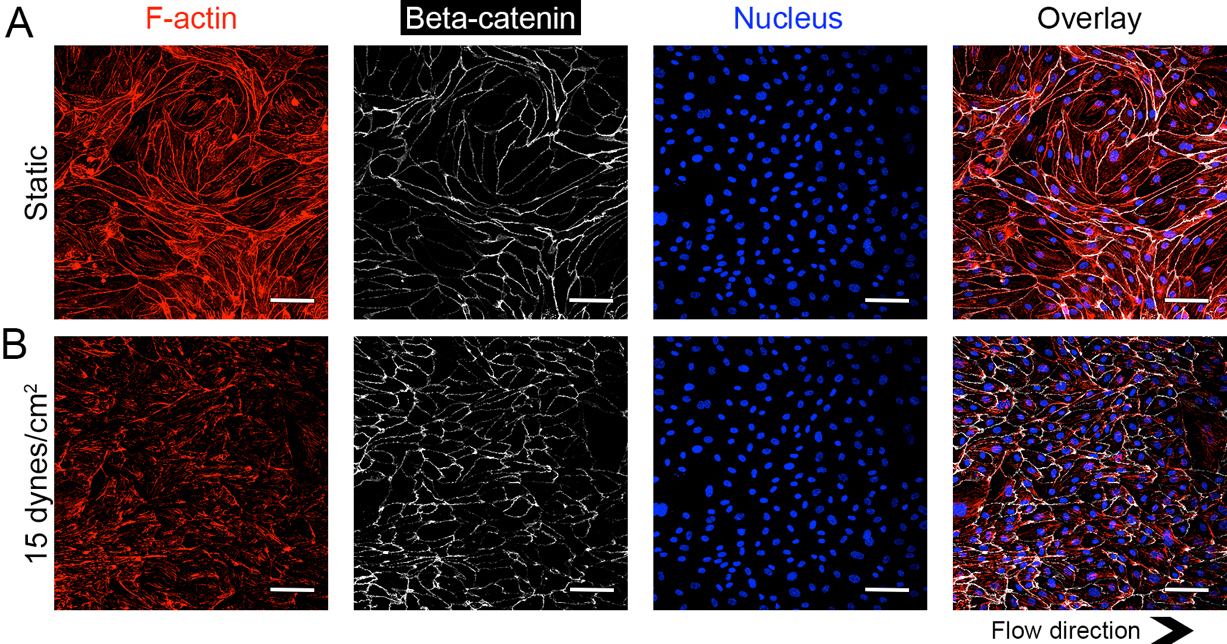

**Figure S4.** Confocal micrographs (20x, z-stack) demonstrating staining for F-actin, β-catenin, and nuclei in primary human lung microvascular endothelial cells (HLMVEC) following either static culture **(A)** or 48 hours of 15 dynes/cm^2^ shear stress **(B)**, demonstrating alignment of HLMVEC with flow conditioning relative to statically cultured HLMVEC. Scale bar represents 50 μm. Passage 4 HLMVEC were seeded to confluence within ibidi 0.4 mm µ-slide I Luer channel slides pre-coated with attachment factor solution and maintained in microvascular endothelial cell growth medium. After overnight incubation and a cell medium change, HLMVEC were either immediately fixed with 4% paraformaldehyde **(A)** or conditioned with 15 dynes/cm2 shear stress for 48 hours prior to fixation with 4% paraformaldehyde **(B)**. Following fixation, cells were permeabilized with Triton X-100 0.1% and blocked with 2% goat serum. F-actin was stained with rhodamine phalloidin conjugated to TRITC (1:500) (R415, Thermo Fisher Scientific, Hampton, NH, United States). β-catenin was identified using a rabbit anti-human primary antibody (1:100) (ab32572, Abcam, Cambridge, United Kingdom) followed by a goat anti-rabbit secondary antibody (1:500) (A32733, Thermo Fisher Scientific). Nuclei were counterstained using 4’,6-diamidino-2-phenylindole (DAPI) (1:1,000) (EN62248, Thermo Fisher Scientific). Confocal microscopy was performed using a Nikon A1R laser scanning microscope. Images were captured using NIS-elements imaging software.

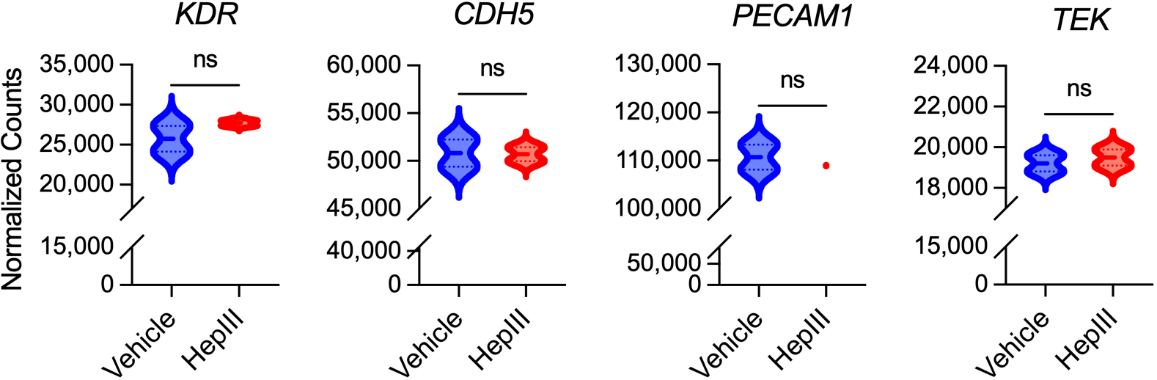

**Figure S5.** Differences in the gene expression for canonical surface markers of vascular endothelial cells in flow conditioned (15 dynes/cm^2^, 48 hours) primary human lung microvascular endothelial cells following a 6-hour treatment with vehicle or heparinase III (HepIII, 500 mU/mL) while remaining under shear stress (n = 4 biological replicates per condition; 2 replicates were pooled to generate 2 samples per condition for RNAseq). KDR represents VEGFR2; CDH5, VE-cadherin; PECAM1, CD31; TEK, Tie2. Statistical comparisons were performed using the Mann-Whitney *U* test.

## Supplementary Tables

**Table S1.** Mass percentage values of heparan sulfate di-/tetrasaccharides in healthy or traumatically injured adults

|  |  | Mass Percent (%) | | |  |
| --- | --- | --- | --- | --- | --- |
| Di-/Tetrasaccharide Structure | Chemical Name | Healthy control  (n = 10) | Trauma, admission  (n = 20) | Trauma,  24 hours  (n = 19) | *p* value |
| △UA-GlcNAc | ΔIVA | 42.0 (35.7, 46.3) | 51.7 (39.2, 57.3) | 45 (36.1, 53.4) | 0.1298 |
| △UA2S-GlcNAc | ΔIIIA | 0 (0, 0) | 0 (0, 0) | 0 (0, 0) | --- |
| △UA2S-GlcNS | ΔIIIS | 8.7 (7.8, 9.6) | 13.1 (10.5, 15.2) | 12.8 (11.9, 14.7) | <0.0001 |
| △UA-GlcNAc6S | ΔIIA | 12.3 (10.5, 13.8) | 13.9 (9.6, 16.2) | 12.8 (8.4, 14.3) | 0.3487 |
| △UA-GlcNS6S | ΔIIS | 5.1 (4.2, 5.8) | 7.2 (5.5, 8.2) | 6.3 (4.5, 7.3) | 0.0301 |
| △UA2S-GlcNAc6S | ΔIA | 0.6 (0.4, 0.9) | 0.9 (0.4, 1.2) | 0.9 (0.6, 1.5) | 0.2817 |
| △UA2S-GlcNS6S | ΔIS | 5.7 (5.2, 6.6) | 5.2 (4.7, 6.7) | 6.1 (4.5, 11.0) | 0.5112 |
| △UA-GlcNAc6S-GlcA-GlcNS3S6S | Tetra-1 | 4.5 (0, 7.2) | 4.2 (0, 7.0) | 7.0 (3.8, 13.4) | 0.0222 |
| △UA-GlcNS6S-GlcA-GlcNS3S6S | Tetra-2 | 12.3 (7.0, 17.7) | 0 (0, 0.9) | 0 (0, 0) | <0.0001 |
| △UA-GlcNS6S-IdoA2S-GlcNS3S6S | Tetra-3 | 0 (0, 0) | 0 (0, 0) | 0 (0, 0) | --- |
| △UA-GlcNS-IdoA2S-GlcNS3S | Tetra-4 | 8.3 (6.8, 11.9) | 2.3 (1.0, 7.9) | 4.1 (1.8, 6.1) | 0.0038 |
| △UA2S-GlcNS-IdoA2S-GlcNS3S | Tetra-5 | 0 (0, 1.0) | 0.5 (0, 2.0) | 0.7 (0, 1.6) | 0.4837 |

Data are presented as median (interquartile range). Statistical comparisons were performed using the Kruskal-Wallis 1-way ANOVA followed by Dunn’s multiple comparisons test. Probability (*p*) value represents the overall ANOVA analysis.

△UA represents hexuronic acid (either glucuronic acid or its epimer iduronic acid); 2S, *O*-sulfation of the 2^nd^ carbon of the hexuronic acid; 3S, *O*-sulfation of the 3^rd^ carbon of glucosamine; 6S, *O*-sulfation of the 6^th^ carbon of glucosamine; GlcA, glucuronic acid; GlcNAc, *N*-acetylation of glucosamine; GlcNS, *N*-sulfation of glucosamine; IdoA, iduronic acid.

How the deposited data were processed for this re-analysis (not part of the article)

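Counts per gene deposited by the authors were analyzed for 2 libraries of vehicle-treated and 2 of heparinase III-treated HLMVEC, each pooled from 2 channel slides after 48 h of flow and 6 h of treatment. The authors demultiplexed the reads with bcl2fastq 2.18.0.12, aligned them with STAR 2.7.7a to GRCh38 and counted them with HTSeq 0.11.1 in union mode, without strand and with each read that aligned to several places left out. The file holds raw counts for 67060 gene IDs, of which 60419 matched the GENCODE annotation used here for symbols, biotypes, coordinates, GC content and exonic length, and 31934 had a count in any library. No read-level data were used. Ambiguous reads made up 6.03% to 6.21% of the counts of a library, reads with several alignments 10.4% to 11.6% and reads outside genes 3.75% to 4.21%. Protein-coding genes took 97.3% to 97.4% of the gene counts, and the most abundant gene 1.40% to 1.45%.

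Genes were filtered with filterByExpr by group, scaled by TMM (factors of 0.989 to 1.008) and tested in edgeR 4.0.16 with robust quasi-likelihood dispersions and a design of condition alone, in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method over all 15184 genes tested, and a gene was called at an adjusted p under 0.05. The biological coefficient of variation was 3.14%. Confidence intervals are at 95%. CPM values are scaled by TMM, and log2 CPM for gene lists used a prior count of 2. Gene lists were tested with camera in limma 3.58.1 on lists with at least 5 tested members, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 37 lists. The 43 lists hold 603 genes, of which 602 matched the file, and cover responses to flow, inflammation, growth factors, stress and metabolism, junctions and cytoskeleton, markers of endothelial and other cell types, and the glycocalyx. On data simulated from these libraries, the edgeR steps recovered 54.2% of genes with a log2 change of 0.25, 71.7% at 0.5, 81.3% at 1 and 100% at 2, and called 12 of 14734 unchanged genes. The simulated genes took the fitted dispersion trend, without variation of their own around it. These rates therefore do not show how well calls on the real libraries are controlled. On the same simulated data, camera put 5 of 200 random lists of unchanged genes past an unadjusted p of 0.05. Genes were simulated independently of each other, so camera's error rate on the real libraries stays open.

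Most genes named were chosen by a rule set before the data were examined: each gene that section 3.6 or Figures 3C, 3D, 5 and S5 name, whose values in the paper had been seen, the 12 genes with the highest and the 12 with the lowest log2 fold change among called genes with a mean of at least 5 CPM and no overlap between the groups, up to 4 members of each list with the smallest adjusted p, and up to 2 members against the list's direction. Genes outside this rule, such as single fibroblast and mural markers, further glycocalyx genes and genes with almost no counts, were chosen after their values were seen. Genes of the pathways were read from Table S2 where its cells were complete. Alternatives were size factors in place of TMM, no filter and a stricter filter of at least 10 counts in every library, protein-coding genes alone, offsets for GC content or exonic length from a loess of span 0.5, the replicate number as a block, each library left out in turn, limma-voom, DESeq2 1.42.0, an absolute log2 fold change of at least 1, and for lists a prior count of 0.5 and an estimated correlation. DESeq2 on protein-coding genes and DESeq2 without independent filtering were added after the data were seen. Sequences of 261 alternate contigs of the assembly were searched with 31-mers taken every 25 bases of each gene's transcripts. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 made the tables. The plasma measurements of the study have no deposited counts and were not analyzed.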

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

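The tests of GC content and of other cell types in this part were chosen after the results were seen. Targets of BMP signaling through SMAD1/5 and markers of arterial ECs, which the paper does not name as groups, stood out from the lists examined. The paper reports enrichment of TGF-β signaling after heparinase III. The list of SMAD2/3 targets set beside that report shares no gene with the BMP list. Of 10 measured BMP targets, 8 rose and 0 fell (8 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.2e-05; adjusted p = 0.453 with an estimated correlation, unadjusted p = 0.0349). By adjusted p from edgeR they were led by *SMAD6*, *TMEM100*, a membrane protein of endothelial BMP signaling (log2 fold change 2.06), the transcription factor *ATOH8* (1.17) and *SMAD9* (0.94). Of 13 measured arterial markers, 9 rose and 2 fell (9 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.00343; adjusted p = 0.453 with an estimated correlation), with *EFNB2*, the ligand ephrin-B2 (0.96), *GJA4* and *CXCL12* higher and the Notch ligand *DLL4* (−1.46) and the kinase *BMX* (−0.36) lower. These genes moved beside the 3 fibroblast and 4 smooth muscle and pericyte markers that rose.

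The tables argue against GC content bias as the whole cause of this rise, since the BMP list had an adjusted p of 9.2e-06 with GC content offsets. A larger share of fibroblasts or mural cells as the whole cause would raise their markers alike, but the median log2 fold change of the 15 tested markers was 0.17 (SD 0.16 over markers), below 0.472, which is 0.5 times the median log2 change of 0.94 of the 19 called BMP and arterial genes, and over the 6 markers under 10 CPM in vehicle it was 0.17 (SD 0.22). Over all tested members, called or not, the median was lower, at 0.73 for BMP targets and 0.72 for arterial markers. The comparison asked that the median plus 1 SD of the markers lie below the mark, over all 15 and over the 6. A mark at 0.5 times these medians would be lower than 0.472, and the 6 markers under 10 CPM would not meet it. Over those 6, the outcome therefore depends on how the mark was set. The log2 fold change plus 2 standard errors lay below 0.472 for 12 of the 15 but only 3 of the 6 under 10 CPM, among them the fibroblast receptor *PDGFRA* (0.207) and the smooth muscle actin *ACTA2* (0.205) and narrowly *DCN* (0.463), and not for *LUM* (1.15), *CNN1* (0.915) and *CSPG4* (0.485), so a smaller contribution of such cells stays open. A changed share of lymphatic ECs as the whole cause would move their markers one way. At least 1 marker was called higher and at least 2 lower under each of 15 settings, led by *PROX1* (0.56) against *PDPN* (−0.37) and *LYVE1* (−0.35). At least 2 higher and 2 lower were called under only 11 of the 15. *MMRN1* (0.15) was not called without vehicle replicate 1, without heparinase III replicate 2 or with GC content offsets (adjusted p = 0.341 from edgeR). The higher side therefore rested mainly on *PROX1*, so these few markers argue only weakly against a changed share. A response of ECs to heparinase III was not tested, and it and a difference between flow circuits remain open. A gene overlaps 36.4% of the exonic sequence of *EFNB2*, and *ID3* had 1 count over the 4 libraries.

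Other signals, mostly in genes that the paper does not discuss, are given as values. Of 20 measured genes of coagulation and fibrinolysis, 2 rose, 11 fell and 7 were not called (2 higher and 11 lower when adjusted over the list alone; camera adjusted p = 0.0151; adjusted p = 0.453 with an estimated correlation; 0.0717 without vehicle replicate 2). The thrombin receptor *F2RL3* (log2 fold change −1.46) and the plasminogen activator *PLAU* (−1.48, 31.0% of its exonic sequence shared with another gene) fell beside *THBD*, and *EDN1* rose. The study reports *THBD*, *EDN1* and *NOS3* of this list from these same samples, so they are not independent evidence. Of 1751 long noncoding RNA genes tested, 240 were called, 85 higher and 155 lower. That is a smaller share than over all genes, of which 4377 of 15184 were called.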

How the results depend on the processing

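The counts of higher and lower genes stayed within 1.5 times 2187 and 2190 with size factors, without a filter, with at least 10 counts in every library, with protein-coding genes alone, with GC content or exonic length offsets and with limma-voom, and 0 genes called in both were called in opposite directions under any setting. With DESeq2 at its defaults they were 1274 and 1181, and with 2 settings added after the data were seen, DESeq2 on protein-coding genes alone and DESeq2 without independent filtering, 1295 and 1264 and 1227 and 1132 (the cause was not tested). An absolute log2 fold change of at least 1 left 211 and 226, since it removes smaller changes by construction. Leaving out each library in turn gave 1524 to 2099 higher and 1537 to 1861 lower genes, where the arm left with 1 library is assumed to vary like the other. Of 29 genes whose change or lack of change the paper gives by name (those of Figures 3C, 3D, 5 and S5, *CLDN5*, *THBD*, *EDN1*, *SULF1* and *SULF2*), 23 were called, and 22 to 24 when a library was left out; *KDR* was called without vehicle replicate 2 (log2 fold change 0.19, adjusted p = 0.0073). Of 37 lists, 7 were past the threshold, 8 with GC content offsets, 0 with an estimated correlation, and 3 to 8 when a library was left out, with 3 without vehicle replicate 2 (the cause was not tested). Of 147 called genes that the text names, *EGR1* left out, 19 lost the call under at least 1 of 14 alternatives, and 0 turned direction (the threshold on the log2 fold change was applied to the counts of genes, not to single genes). With GC content offsets, *MMRN1* (adjusted p = 0.341), *COL1A2* (0.375), *SDC2* (0.218), *CHST3* (0.443) and *B3GALT6* (0.714) were not called, while *COL1A1* was called higher (0.0023). DESeq2 did not call *TAGLN* (0.224), *CSPG4* (0.266), *CHSY1* (0.110) or *CHST7* (0.109). Counts limit genes near the threshold of the filter, such as *SULF1*.

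The replicate numbers could in principle pair the libraries, but in the labels they are only library numbers, so the main fit used no pairing. A paired check gave a correlation of 0.0121 between the deviations of the vehicle 1 and heparinase III 1 libraries from their group means. The biological coefficient of variation was 3.14% in the main fit and 2.47% with the replicate number as a block. With the replicate number as a block, 2442 genes were higher and 2436 lower, and 2400 and 2340 with the block and GC content offsets.

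Signs turned only for genes and lists that were not called. With GC content offsets the log2 fold change was 0.056 for *CDH5*, −0.012 for *TEK* and 0.0069 for *SULF2*, and with the block and GC content offsets 0.057, −0.012 and 0.0068. Without a filter *CDH5* had 0.0036. When a library was left out, the log2 fold change was −0.047 to 0.029 for *CDH5*, −0.061 to 0.0015 for *PECAM1*, −0.013 to 0.048 for *TEK*, −0.15 to 0.051 for *PDGFRA* and −0.047 to 0.15 for *CHPF*. Lists turned with GC content offsets at adjusted p = 0.989 for HS proteoglycan cores, 0.929 for chondroitin sulfate synthesis and for hyaluronan genes, 0.766 for linkage region synthesis and 0.790 for pan-endothelial markers, and with the block at 0.954 for hyaluronan genes. Lists that turned when a library was left out had an adjusted p of 0.603 to 0.969 for chondroitin sulfate synthesis, 0.719 to 0.999 for hyaluronan genes, 0.536 to 0.969 for interferon genes, 0.744 to 0.954 for linkage region synthesis, 0.487 to 0.893 for lymphatic markers and 0.603 to 0.964 for pan-endothelial markers.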

Differences from the paper's values

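The paper reports 1286 genes lower after heparinase III at an FDR q value under 0.05 from DESeq2, and edgeR called 2190 lower at the same threshold. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's value with DESeq2 at its defaults (1181), without a filter (1834), without vehicle replicate 1 (1607), without vehicle replicate 2 (1861), without heparinase III replicate 1 (1833) and without heparinase III replicate 2 (1537). It was not with size factors, with at least 10 counts in every library, with protein-coding genes alone, with the replicate block, with GC content or exonic length offsets, with the block and GC content offsets, with limma-voom or at an absolute log2 fold change of at least 1. With DESeq2 on protein-coding genes alone (1264) and DESeq2 without independent filtering (1132), both chosen after seeing the values, the count was within it as well, and the former keeps the calls of all 13 genes of Figure 5. The paper's count of higher genes, which its text spells out in words, is also smaller than that of edgeR (2187) by more than 1.5 times, while DESeq2 at its defaults called 1274 higher, and the 2 settings chosen after seeing the values 1295 and 1227.

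For *KLF4*, the paper's −log10 FDR q value is about 4.0 in Fig. 3C, read by eye, and DESeq2 at its defaults gave 10.2. DESeq2 on protein-coding genes alone, chosen after seeing the values, gave 11.3, and no setting run for this value came within 1.5 times the paper's. For *SLC9A3R2*, the paper's value is about 2.2 in Fig. 3C, read by eye, and DESeq2 at its defaults gave 7.24. DESeq2 on protein-coding genes alone, chosen after seeing the values, gave 2.32. Both genes are lower in the paper and here.

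The paper states that the glycocalyx genes outside Figure 5 were not changed, and edgeR called 6 of the 32 that were tested, with log2 fold changes of −0.43 (*CHST7*) to 0.15 (*SDC2*), while DESeq2 at its defaults called 0 of them at an adjusted p under 0.05 and 3 had an unadjusted p under 0.05. All 13 genes of Figure 5 were called in the paper's direction by both tools. The paper lists *CHSY2* among genes without transcripts, and *CHPF*, which carries that older name and which the paper lists apart, had 447 to 800 counts per library. Table S2 holds 49 GO terms for vehicle at an FDR under 0.05, 1 fewer than the paper's text gives, and of the terms past that FDR 29 and 45 GO terms and 25 and 55 KEGG terms, for heparinase III and vehicle, have at least 10 genes.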

Other observations

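In this part, the tests of GC content were chosen after the result was seen, and those of alternate contigs before it. Notch signaling genes included *JAG1*, a Notch ligand that rose (log2 fold change 0.72), and *NOTCH1* (−0.36) and *DLL4*, which fell. Of 14 measured, 8 rose, 4 fell and 2 were not called (8 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.0685; 0.0282 with GC content offsets). Of 6 venous markers, 1 rose, 2 fell and 3 were not called (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.547), with *NR2F2*, a transcription factor of venous identity, lower (log2 fold change −0.62). Among genes of the endothelial-mesenchymal transition, *ZEB2*, a repressor of epithelial genes, rose by 2.01 on the log2 scale and *ZEB1* fell by 0.34, and of 11 measured, 4 rose, 2 fell and 5 were not called (4 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.564). *TAGLN*, which rose, and *ACTA2* are also on the smooth muscle and pericyte list, and 3 fibroblast and 4 smooth muscle and pericyte markers rose as well. YAP/TAZ targets held *CCN2* and *PTPN14* (log2 fold change 0.44), which rose, and *FJX1* (−0.60) and *DOCK5* (−0.29), which fell, and of 22 measured, 7 rose, 5 fell and 10 were not called (7 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.798).

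Stress and metabolic lists were not past the threshold for direction. Among 16 hypoxia genes, 3 rose, 8 fell and 5 were not called (3 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.368), with the peptide *ADM* (log2 fold change −0.70) and the glucose transporter *SLC2A1* (−0.55) lower and the histone demethylase *KDM3A* (0.50) higher. Among 16 genes of the unfolded protein and amino acid response, 1 rose, 5 fell and 10 were not called (2 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.0685; 0.0343 with GC content offsets), with the pseudokinase *TRIB3* (−0.93) and the glutathione-degrading *CHAC1* (−0.63) lower and the amino acid transporter *SLC38A2* (0.76) higher. Among 15 genes of cholesterol synthesis, 0 rose, 7 fell and 8 were not called (0 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.0555), with *INSIG1* (−0.22) lower. Among 15 genes of the circadian clock, 3 rose, 2 fell and 10 were not called (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.157), with *NR1D2* (0.66) higher and *BHLHE40* (−0.75) lower. Heat shock genes (8 measured) split into 2 higher and 1 lower (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.547), and interferon genes (12 measured) into 1 higher and 2 lower (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.875).

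Several genes that most cells use had almost no counts, such as *LDHA*, which encodes a subunit of lactate dehydrogenase, with 0 and *TUBB*, a tubulin, with 0, both chosen after their values were seen. The tables argue against genes on alternate contigs being silent as a group, since outside the MHC region 4.96% of protein-coding genes that also lie on alternate contigs passed the count filter, against 61.9% of their neighbours within 1 Mb. The ratio of 0.0801 between these shares is consistent with reads that also matched alternate contigs having been left out of the counts. In the MHC region, where *TUBB* lies with 99.3% of its sequence on such contigs, 8 of 112 such genes passed. *LDHA* does not lie on the contigs searched (0% of its sequence), so its lack of counts remains open.

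Genes higher after heparinase III had lower GC content than genes lower after it, with a Spearman correlation over genes of −0.241 between log2 fold change and GC content, where genes are not independent replicates. The fitted trend of heparinase III minus vehicle spanned −0.12 to 0.084 on the log2 scale between the 5th and 95th percentiles of genes, against at most 0.036 between libraries of one group. With GC content offsets, 78.2% of the calls were made again in the same direction, short of the 80% set as evidence against GC content bias as the cause of the calls and above the 50% set as evidence for it. The share was 82.7% with the replicate block added to these offsets, so the outcome at the 80% mark depends on the setting. Whether the trend comes from library preparation, from the flow circuit or from the treatment cannot be told apart. Neither the labels nor the paper gives a preparation batch, so each group may have been prepared separately. By the supplement's description the groups were circulated separately.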
